# COUP-TFII Controls Mouse Pancreatic β-Cell Mass through GLP-1-β-Catenin Signaling Pathways

**DOI:** 10.1371/journal.pone.0030847

**Published:** 2012-01-24

**Authors:** Marie Boutant, Oscar Henrique Pereira Ramos, Cécile Tourrel-Cuzin, Jamileh Movassat, Anissa Ilias, David Vallois, Julien Planchais, Jean-Paul Pégorier, Frans Schuit, Patrice X. Petit, Pascale Bossard, Kathrin Maedler, Anne Grapin-Botton, Mireille Vasseur-Cognet

## Abstract

**Background:**

The control of the functional pancreatic β-cell mass serves the key homeostatic function of releasing the right amount of insulin to keep blood sugar in the normal range. It is not fully understood though how β-cell mass is determined.

**Methodology/Principal Findings:**

Conditional chicken ovalbumin upstream promoter transcription factor II (COUP-TFII)-deficient mice were generated and crossed with mice expressing Cre under the control of pancreatic duodenal homeobox 1 (pdx1) gene promoter. Ablation of COUP-TFII in pancreas resulted in glucose intolerance. Beta-cell number was reduced at 1 day and 3 weeks postnatal. Together with a reduced number of insulin-containing cells in the ductal epithelium and normal β-cell proliferation and apoptosis, this suggests decreased β-cell differentiation in the neonatal period. By testing islets isolated from these mice and cultured β-cells with loss and gain of COUP-TFII function, we found that COUP-TFII induces the expression of the β-catenin gene and its target genes such as cyclin D1 and axin 2. Moreover, induction of these genes by glucagon-like peptide 1 (GLP-1) via β-catenin was impaired in absence of COUP-TFII. The expression of two other target genes of GLP-1 signaling, GLP-1R and PDX-1 was significantly lower in mutant islets compared to control islets, possibly contributing to reduced β-cell mass. Finally, we demonstrated that COUP-TFII expression was activated by the Wnt signaling-associated transcription factor TCF7L2 (T-cell factor 7-like 2) in human islets and rat β-cells providing a feedback loop.

**Conclusions/Significance:**

Our findings show that COUP-TFII is a novel component of the GLP-1 signaling cascade that increases β-cell number during the neonatal period. COUP-TFII is required for GLP-1 activation of the β-catenin-dependent pathway and its expression is under the control of TCF7L2.

## Introduction

Type 2 diabetes mellitus (T2DM) is a multifactorial disorder associated with impaired pancreatic β-cell function and insulin resistance. The onset of β-cell dysfunction in T2DM is complex, involving genetic and environmental factors that lead to decreased insulin secretion and reduced β-cell mass [1]. The identification of pathways that regulate β-cell function and mass in concert may lead to the development of novel therapeutic strategies for the treatment of T2DM and related disorders.

Chicken Ovalbumin Upstream Promoter Transcription Factor II (COUP-TFII, formerly known as NR2F2) belongs to the subfamily of nuclear hormone receptors that includes hepatocyte nuclear factor (HNF) 4α/maturity onset diabetes of the young (MODY)1 and the retinoid X receptor [2]. COUP-TFII acts in genetic programs associated with insulin biosynthesis and secretion in pancreatic β-cells, and in the regulation of lipid/energy metabolism and white adipose tissue development. Our original finding that COUP-TFII is highly expressed in islet β-cells [3], [4] led us to focus on the role of the COUP-TFII on pancreatic β-cell function. Based on evidence from an adult heterozygous β-cell COUP-TFII knockout mouse model and *ex vivo* and *in vitro* experiments, we reported that a decrease in COUP-TFII expression in β-cells is associated with defects in insulin production and secretion but β-cell mass is unaffected [3], [5]. Knockout mice with heterozygous deletion of COUP-TFII and mice with complete disruption of HNF4α in pancreatic β-cells have similar defects in insulin secretion, which led us to propose a model of transcriptional crosstalk between these two nuclear receptors. We then established that COUP-TFII contributes to the control of insulin secretion through the complex HNF4α/MODY1 transcription factor network operating in β-cells [4].

The well-characterized canonical Wnt/β-catenin pathway is critical for the development, renewal and function of various tissues. In the absence of Wnt, cytoplasmic β-catenin is unstable due to its phosphorylation and is degraded. Upon binding of Wnt to Frizzled receptor, which prevents β-catenin phosphorylation, the canonical pathway is activated. The unphosphorylated form of β-catenin accumulates in the cytoplasm, resulting in its stabilization and translocation into the nucleus. Once inside the nucleus, β-catenin, acting with transcription factors such as T-cell factor 7- like 2 (TCF7L2), stimulates transcription of various Wnt target genes, including cyclin D, c-myc and axin 2 [6], [7].

Recently, several gene loci that encode proteins that are either components of, or known target genes for the β-catenin/TCF7L2-dependent Wnt signaling pathway, have been discovered to confer susceptibility to the development of T2DM in human genetic studies. For example, at-risk alleles of TCF7L2 are associated with diabetic phenotypes characterized by impaired β-cell function and a reduction in GLP-1-induced potentiation of insulin secretion [8], [9], [10], [11]. The role of the canonical Wnt/β-catenin pathway in pancreatic β-cells is somewhat complex, because it differs depending on the age of the animal [12], [13], [14], [15] and crosstalk with other signaling pathways [16], [11]. The gluco-incretin hormone glucagon-like peptide 1 (GLP-1) or the long-acting agonist of the GLP-1 receptor (GLP-1R), exendin-4 (Exd4), activate β-catenin/TCF7L2 signaling to induce cyclin D1 and cell proliferation [17]. GLP-1 can also prevent apoptosis [18], [19], [20] and restore functional pancreatic β-cell mass in rodent models [21], [22], [23], [24].

Here, we report that COUP-TFII is a novel component of the GLP-1 signaling cascade that increases β-cell number during the neonatal period.

## Results

### Pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice are glucose intolerant

Since the nuclear receptor COUP-TFII is highly expressed in pancreatic β-cells, we generated mice to study the consequences of total β-cell ablation of COUP-TFII gene expression on β-cell function and glucose homeostasis using the Cre recombinase/loxP system. The pancreatic duodenal homeobox 1 (pdx1)**^CRE^** transgenic mouse line used in this study has a robust and early Cre recombinase activity in pancreas progenitors, in exocrine (acinar and ductal) cells and endocrine cells during development and after birth is active only in pancreatic β-cells [25]. Pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mutant mice were generated by mating COUP-TFII **^Fl/wt^** with pdx1**^CRE/-^** COUP-TFII **^Fl/wt^** and their phenotypes were compared with controls pdx1**^CRE/-^** and COUP-TFII**^Fl/Fl^**. As previously reported, immunostaining with COUP-TFII antibodies showed COUP-TFII protein present in pancreatic β-cells of control COUP-TFII**^Fl/Fl^** or pdx1**^CRE/-^** mice [4], but not in pancreatic β-cells of pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice (Fig. 1A). We did not detect COUP-TFII expression in mouse enteroendocrine cells in the duodenum where pdx1 expression had been reported [26] (data not shown).

**Figure 1:**
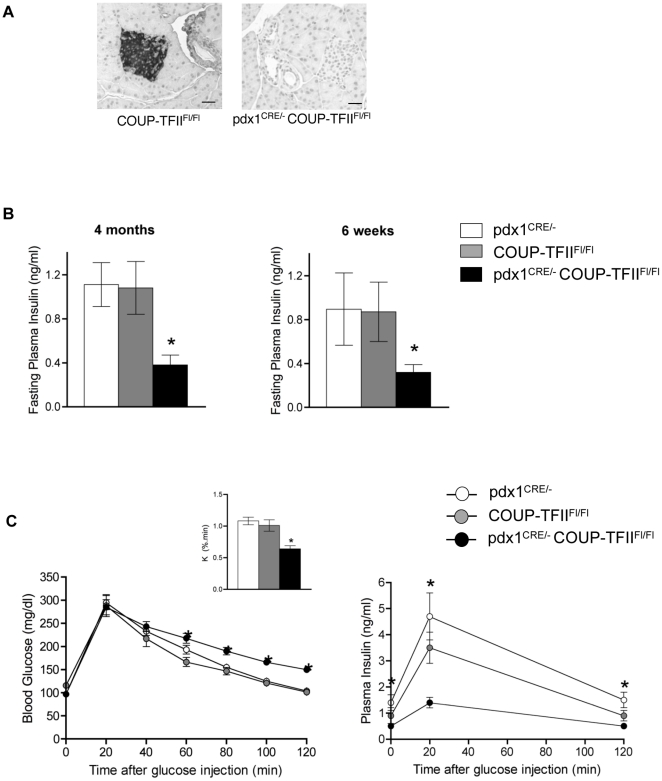
Pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice have defective glucose homeostasis. (A) Immunostaining of pancreatic sections from COUP-TFII^Fl/Fl^ control and pdx1^CRE/-^ COUP-TFII^Fl/Fl^ adult mice using mouse monoclonal antibodies against COUP-TFII. Scale bars =  100 µm (B) Fasting plasma insulin of 4 month and 6- week-old mice littermates. (C) Intraperitoneal glucose tolerance tests were performed in 4-month-old male pdx1^CRE/-^, COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice that had been fasted for 14 h. Blood glucose levels, left panel. Rate of glucose disappearance (K), inset panel. Plasma insulin levels, right panel. Results are mean ± SEM (error bars) for 8 to 14 animals per genotype. Values for pdx1^CRE/-^ COUP-TFII^Fl/Fl^ are significantly different from values for COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ control mice at *P*<0.05 (*) or *P*<0.03 (**).

Both male and female pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice had very low fasting serum insulin levels compared to control littermates at four months of age (Fig. 1B, left panel). This fasting hypoinsulinemia was already detected in six-week-old mice (Fig. 1B right panel). When glucose was administered in a glucose tolerance test, all three groups of adult male mice showed very similar blood glucose levels after 20 minutes (Fig. 1C left panel). From 60 minutes onwards, pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice had higher blood glucose levels than pdx1**^CRE/-^** and COUP-TFII**^Fl/Fl^** control littermates (Fig. 1C left panel). In addition, the glucose disappearance rate (K) in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice was almost half of that in control littermates (Fig. 1C), confirming that mutant mice were glucose intolerant. Insulin levels were significantly lower in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice than in controls at all corresponding time points, additional evidence that the knockout mice have a defect in insulin secretion in response to glucose (Fig. 1C right panel). Similar results were obtained with female mice (data not shown). The combination of glucose intolerance and inappropriate low insulin levels during the glucose tolerance test led us to further examine the functional β-cell mass in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice.

### Pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice have reduced pancreatic β-cell mass at the neonatal stage

Whole pancreases from adult pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice weighed 281 ± 5.5 mg, similar to pancreases from COUP-TFII**^Fl/Fl^** weighing 291 ± 12 mg and from pdx1**^CRE/-^** weighing 271.5 ± 1.5 mg. Islets from adult mice were immunostained for insulin, indicative of β-cells, and for glucagon, indicative of α-cells. Islets from adult pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice had a typical tissue arrangement where the majority of cells, insulin-positive β-cells, were surrounded by fewer glucagon-positive α-cells at the periphery (Fig. 2A). There were fewer β-cells in the islet core in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice than in control mice. Quantitative analysis of the cellular composition of pancreatic sections showed that the fraction of β-cells was 50% smaller in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** (Fig. 2B) indicating a decrease in β-cell mass (Fig. 2B). In contrast, α-cell fraction and α-cell mass in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** animals were similar to those found in control groups (Figure S1A). An overall decrease in β-cell mass could result either from smaller β-cells (hypotrophy) or fewer β-cells (hypoplasia). To estimate β-cell size, we measured the cross-sectional area of individual β-cells in pancreas sections. The average cross-sectional area of individual β-cells in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice was not different from controls supporting the notion that the decrease in the total β-cell mass is probably due to β-cell hypoplasia (Fig. 2B). A similar decrease of 50% in β-cell number was measured in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice at 3 weeks of age (Fig. 2C). At postnatal day 1(P1), we observed β-cell hypoplasia with a 23% reduction in β-cells compared to littermate controls (Fig. 2D). Since Pdx1-Cre is expressed in the pancreatic epithelium during embryogenesis [25] and COUP-TFII expression can be detected in insulin-positive embryonic cells [27], we counted the endocrine cells present at E12.5 and E14.5. The total numbers of glucagon- and insulin-expressing cells were similar in mutant mice and in control littermates at both stages (Figure S1B and Figure S1C). Therefore, lower insulin secretion and impaired regulation of glucose homeostasis in pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice is most likely the result of a decrease in β-cell number that occurs at the end of gestation and around birth.

**Figure 2:**
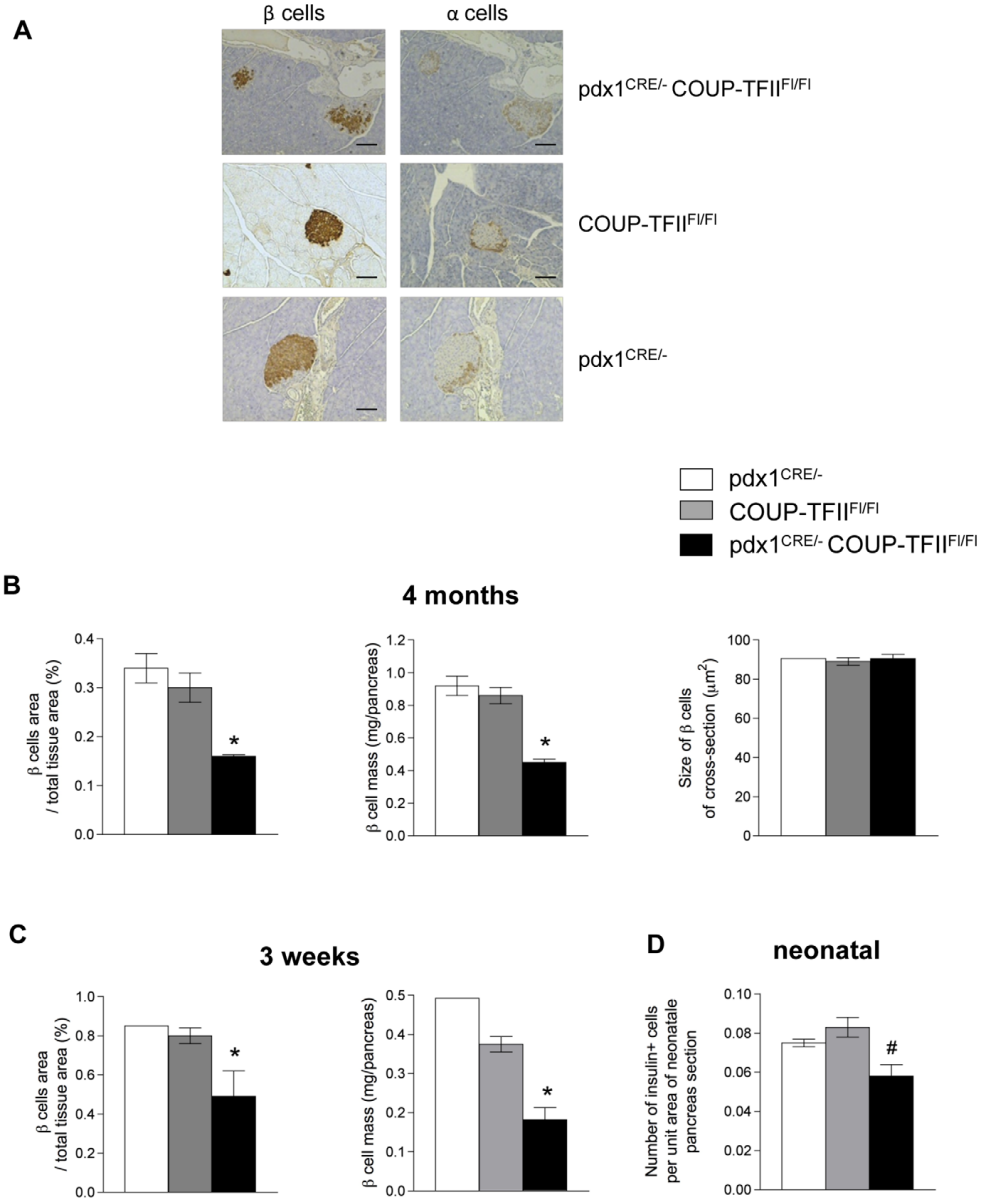
Pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice have fewer β-cells at birth. (A) Pancreatic sections from adult mice were immunostained for pancreatic β-cells and α-cells using respectively anti-insulin and anti-glucagon antibodies. Scale bars =  100 µm (B) Estimation of the relative β-cell area and β-cell mass in the pancreatic sections of pdx1^CRE/-^, COUP-TFII^Fl/Fl^ and pdx1^CRE/-^COUP-TFII^Fl/Fl^ in 4-month-old mice. Beta-cell mass was estimated by morphometric analysis. Relative β-cell size (mean of ≥ 1500 cells counted). (C) Estimation of β-cell number and β-cell mass in pancreatic sections of 3-week-old mice. (D) Ratio of Insulin-positive cross-sectional area relative to pancreas (DAPI-positive) cross-sectional area in one-day-old neonate animals. # The reduction of pdx1^CRE/-^, COUP-TFII^Fl/Fl^ over the cumulated controls (pdx1^CRE/-^ and COUP-TFII^Fl/Fl^) is already quite important (23%) and is significant with student *t*-test and non-parametric tests (2-tailed Mann-Whitney U test, which does not assume normal distribution: p = 0.0476). It is not significant if referred individually to the two control populations. Data are means ± SEM (error bars) of values from 4 animals of each genotype. *Values for pdx1^CRE/-^, COUP-TFII^Fl/Fl^ mice is significantly different from the corresponding values for control mice (pdx1^CRE/-^ and COUP-TFII^Fl/Fl^) at *P*<0.05.

### In vivo COUP-TFII ablation decreases pancreatic β-cell differentiation

Beta-cell mass is increased by β-cell proliferation, β-cell hypertrophy (increased cell size), and β-cell neogenesis (differentiation from duct cells) and is decreased by β-cell death primarily through apoptosis [28]. We sought to determine which mechanisms *in vivo* and *in vitro* led to the observed decrease in β-cell mass. In *vivo,* we evaluated the proliferating β-cells by double staining of pancreatic sections for insulin and the G1, S, G2 and M marker Ki67 (Fig. 3A). We found that COUP-TFII ablation did not alter β-cell proliferation in the pancreas in 5-day-old (P5) pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice compared to the COUP-TFII**^Fl/Fl^** control mice. We then looked at apoptotic cells within these pancreases. In all groups, the frequency of β-cell apoptosis was extremely low and we were unable to detect any differences between genotypes at this stage (data not shown). Through lineage tracing experiments it has recently been shown that β-cell neogenesis from ducts still occurs at P1 [29], [30]. We next evaluated an intermediate step of β-cell differentiation by measuring the number of small clusters of insulin containing cells within the ductal epithelium at P5. Cluster number was significantly lower in the pancreas of pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** compared to control (Fig. 3B). These results together with the reduced number of β-cells at P1 and further reduction at 3 weeks suggest a decrease in neogenesis at the end of gestation and during the neonatal period.

**Figure 3:**
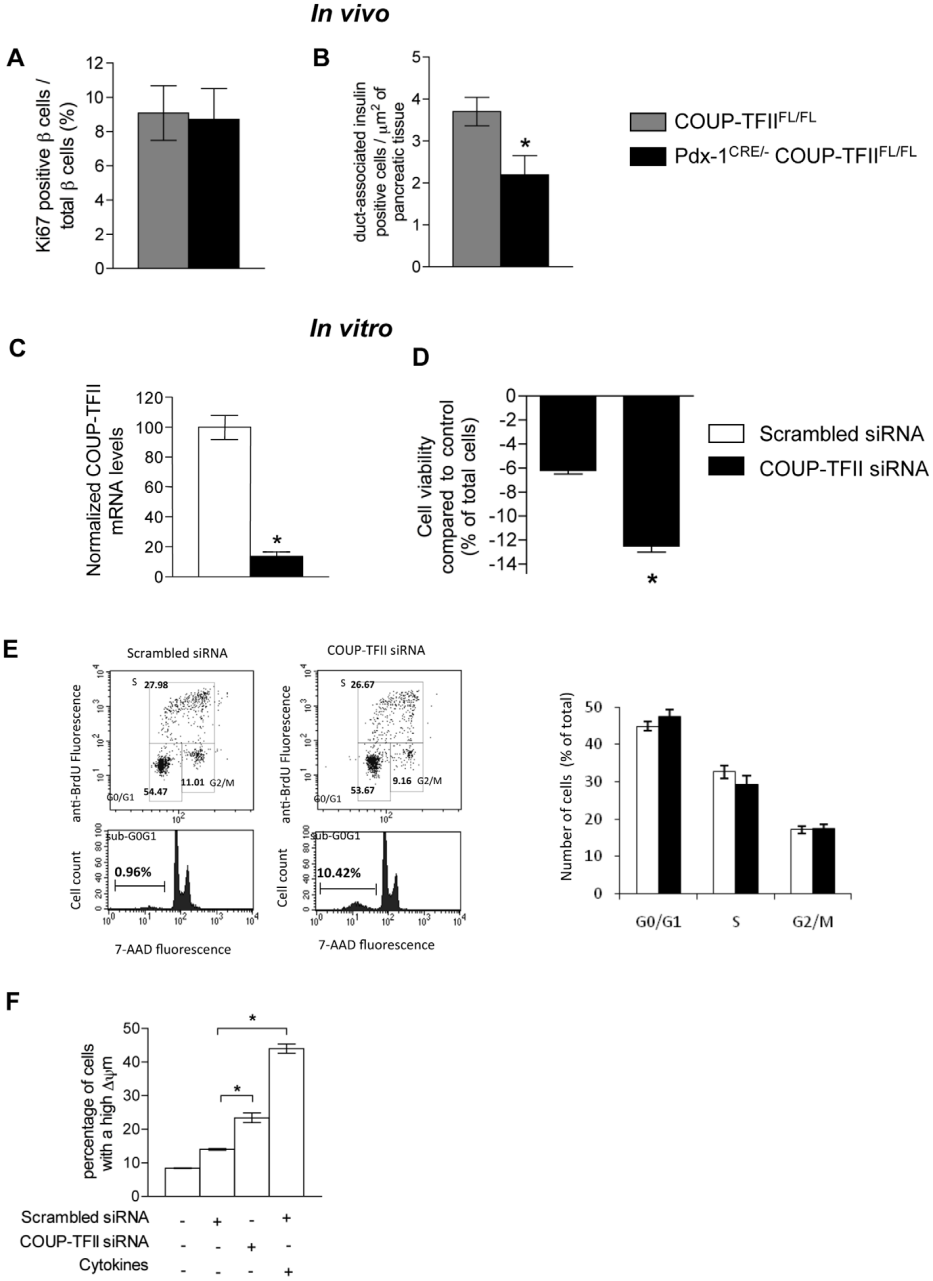
Five-day-old pdx1^CRE/-^, COUP-TFII^Fl/Fl^ mice have reduction of β-cell neogenesis and COUP-TFII knockdown increases 832/13 INS-1 β-cells apoptosis. In pancreatic sections of 5-day-old mice (A) β-cell proliferation was assessed by double staining insulin/Ki67 (B) β-cell neogenesis activation was evaluated through quantification of duct-associated insulin+ β-cells per unit of total tissue area. 832/13 INS-1 β-cells were electroporated with scrambled or specific COUP-TFII siRNA and cultured in INS-1 medium for 24 h or 48 h. (C) Relative COUP-TFII mRNA levels determined by RT-qPCR at 48 h. (D) Effect of COUP-TFII siRNA on cell viability analyzed by MTT assay (n = 5 electroporations). (E) Effect of COUP-TFII siRNA on β-cell proliferation. 832/13 INS-1 β-cells were cultured in INS-1 medium for 48 h and stained with BrdU. Cells were analyzed by flow cytometry (n = 4 electroprations). (F) Effect of COUP-TFII siRNA on β-cells apoptosis and comparison of the apoptotic rate with cell treated with a rat cytokine mix containing 25 ng/ml TNF-α, 10 ng/ml IL-1β and 10 ng/ml INF-γ during 24 h. 832/13 INS-1 β-cells were electroporated with scrambled or COUP-TFII siRNA and 48 h later they were stained with DiOC6(3) and analyzed by flow cytometry (n = 4 electroporations). * Significant difference between values linked by brackets at *P*<0.03.

We next examined the effect of COUP-TFII knockdown on the viability of 832/13 INS-1 β-cells in culture. As already reported [4], electroporation of a specific-COUP-TFII siRNA into 832/13 INS-1 cells causes a 80% decrease in COUP-TFII levels (Fig. 3C). Cell viability was determined here by two approaches. Firstly, in the colorimetric MTT assay, there were fewer living cells at 24 h and significantly fewer at 48 h in COUP-TFII siRNA-transfected 832/13 INS-1 cells compared to scrambled siRNA-transfected control cells (Fig. 3D). Secondly, we used flow cytometry FACS analysis to examine the effect of COUP-TFII on cell number, proliferation and apoptosis. Staining with BrdU revealed that both cell populations underwent normal cell cycle progression confirming our *in vivo* observations. However, a sub G0/G1 peak, a hallmark of apoptotic cells, was detected in the COUP-TFII siRNA-transfected 832/13 INS-1 cell populations but not in scrambled siRNA-transfected control populations (Fig. 3E). Since a drop in mitochondrial membrane potential (Δψm) is one of the first events in early apoptosis [31], we measured Δψm in transfected cells. As shown in figure 3F, the number of cells with a large Δψm doubled in the COUP-TFII knockdown cell population indicating a 2-fold increase in apoptotic rate compared to the control cell population. This degree of apoptosis induction is comparable to the effect of high concentrations of cytokines, known inducers of β-cell apoptosis [20], used here as a positive control that induced a 4-fold increase in apoptosis. Altogether, *in vitro*, these results suggest that COUP-TFII maintains β-cell survival.

### COUP-TFII induces expression of β-catenin and its target genes in pancreatic β-cells

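The RNA of a rat β-cell line, the INS-1 clone named in the methods, was measured on 6 Affymetrix rat arrays. Of these, 3 came from cells electroporated with COUP-TFII siRNA and 3 from control cells electroporated with scrambled siRNA, and the cells were cultured for 48 h. A probe set is a group of short probes for 1 transcript, and its signal is an intensity that the authors computed with MAS5, background-subtracted and normalized with reference probes. Signals under 1 were set to 1 and log2 was taken. The 31042 probe sets that are not controls were compared between COUP-TFII depleted and control cells with limma, two-sided and unpaired, with Benjamini-Hochberg adjustment over all of them. A single gene symbol was listed for 20826 of these probe sets and several for 436, and the other 9780 are unnamed here. The 27 control probe sets for Bacillus transcripts, which rat cells do not make, read at most 20.7 on the 6 arrays, and a probe set whose mean lay at or below that signal in both groups is called dim. Arrays with the same replicate number varied together across the groups, so a limma fit with the replicate number as a block was run beside the unpaired fit. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1.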

To understand the molecular mechanisms by which COUP-TFII controls β-cell mass, we determined the RNA profile of COUP-TFII knockdown β-cells using Affymetrix oligonucleotide microarrays. This microarray expression analysis identified 464 significantly up-regulated and 505 significantly down-regulated genes in COUP-TFII knockdown β-cells (GEO). 

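Nr2f2, the gene for COUP-TFII and the target of the siRNA, was read by 3 probe sets. The brightest, 1389554_at, had a signal of 32.8 ± 12.4 (SD, n = 3) in COUP-TFII depleted cells and 199 ± 31.5 (SD, n = 3) in control cells. Its log2 fold change was -2.65 (standard error 0.30, adjusted p = 0.404 from limma), and with the replicate block its adjusted p was 0.0185. Over the alternatives that adjusted p ran from 0.000721 to 1. The lowest came with the block on probe sets at or above the median signal, a setting chosen after the result was seen. Nr2f2 1370063_at had a log2 fold change of -1.71, and its signal in COUP-TFII depleted cells, 21.1, lay near the highest Bacillus control signal. The dim probe set 1395863_at of Nr2f2 had a log2 fold change of -0.37, and -0.041 without COUP-TFII siRNA replicate 2. All 3 COUP-TFII depleted arrays read below all 3 control arrays for 1389554_at and for 1370063_at (exact permutation test, two-sided p = 0.1 for each). This is the smallest p that this unpaired test allows, and the test does not use the replicate numbers.
No probe set passed an adjusted p of 0.05 in the unpaired limma comparison (0 of 31042), where 302 probe sets were higher and 415 lower in COUP-TFII depleted cells at an unadjusted p up to 0.05, or 2.31% of all. Without COUP-TFII siRNA replicate 3 the lower ones numbered 647. The methods' t-test gave 472 higher and 502 lower probe sets at the paper's threshold. After Benjamini-Hochberg adjustment it called 1, Srarp 1376286_at, which is named after its values were seen. Its mean signals of 2.52 and 0.623 lie below the highest Bacillus control signal, 20.7. With values under 1 kept, a setting chosen after the result was seen, the methods' t-test called 0. The Srarp call therefore depends on setting signals under 1 to 1. With the replicate block limma called 5 probe sets, all lower in COUP-TFII depleted cells, and 844 were higher and 1089 lower at an unadjusted p up to 0.05. Besides Nr2f2 these were probe sets of Pdcd4, Jade1 and Scg2.
Pdcd4 1383328_x_at had a signal of 169 ± 57.6 (SD, n = 3) in COUP-TFII depleted cells and 399.6 ± 93.9 (SD, n = 3) in control cells. Its log2 fold change was -1.27 (standard error 0.27), and its adjusted p with the block was 0.0185 from limma. Pdcd4 1383327_at, with a log2 fold change of -1.07, had a blocked adjusted p of 0.0392. The other 3 probe sets of that gene were called in neither fit, among them 1383326_a_at with a log2 fold change of -1.31. Jade1 1374636_at read 393 ± 90.5 (SD, n = 3) against 703 ± 141 (SD, n = 3), a log2 fold change of -0.85 with a blocked adjusted p of 0.0392 from limma, while its 2 other probe sets were not called. Scg2 1368044_at, for secretogranin II, read 1631 ± 847 (SD, n = 3) against 3053 ± 1181 (SD, n = 3), a log2 fold change of -0.96 with a blocked adjusted p of 0.0392 from limma. The Scg2 groups overlapped, and the signal was lower in COUP-TFII depleted cells in 3 of 3 same-numbered pairs. The Scg2 log2 fold change ran from -1.35 to -0.57 with 1 array left out, smallest without COUP-TFII siRNA replicate 1.
Among named probe sets at or above the median signal whose groups do not overlap, those with the lowest unadjusted p for lower signal were, after Nr2f2 and Pdcd4, Ppm1b (-0.65), Arfrp1 (-0.78), Jade1, Csnk2a2 (-0.60), Aida (-0.61), Snx4 (-0.49), Pabpc4 (-0.48) and C10h17orf58 (-0.54), with log2 fold changes in parentheses. Those for higher signal were Ptbp2 (1.04), Sstr2 (1.14), Gtf2e1 (0.94), Bpgm (0.64), Vti1b (0.79), Crk (0.90), Tcof1 (0.88), Lpin3 (0.54), Rap2c (0.61) and Gmfg (0.39). The adjusted p of each of these except Nr2f2 is 1 from the unpaired limma fit. Groups that do not overlap were found for 6.69% of all probe sets, against 10% that chance gives for arrays that are not paired. In all 3 same-numbered pairs the signal differed the same way for 27.4% of probe sets, against 25% by chance.

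**Figure D1:**
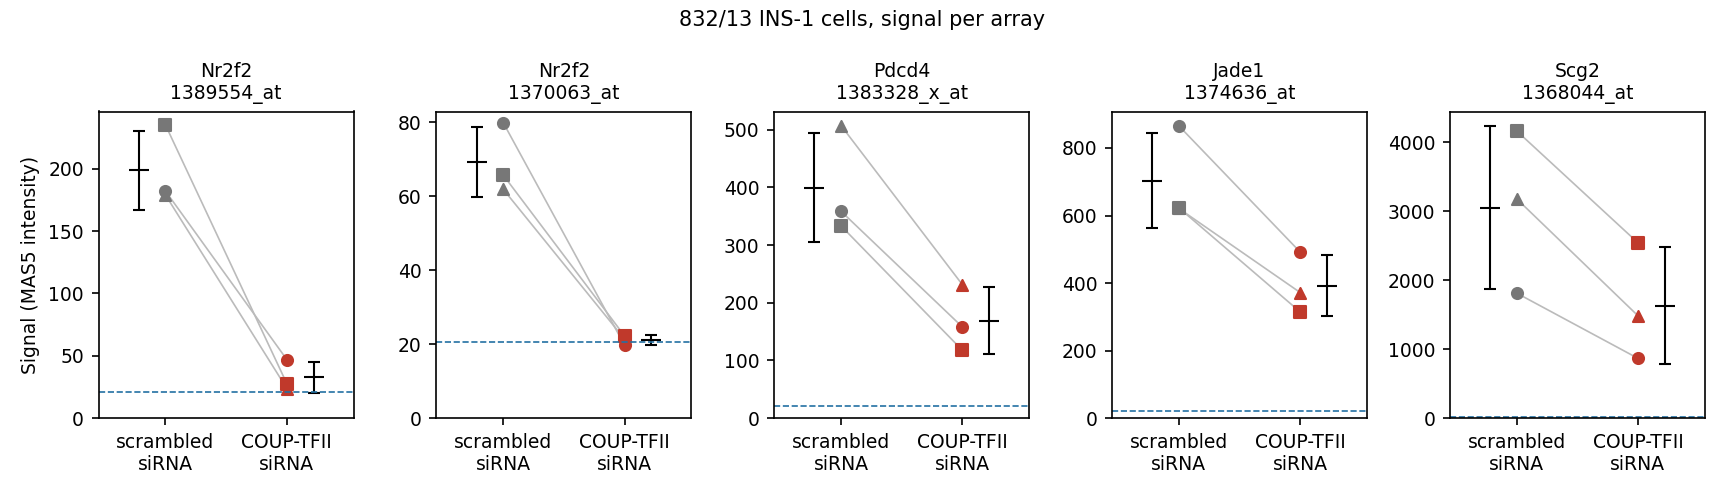
Signal per array (MAS5 intensity, linear axis from 0) of 5 probe sets after scrambled or COUP-TFII siRNA. Points are arrays, lines join arrays with the same replicate number, bars are mean ± SD (n = 3), the dashed line is the highest Bacillus control signal, 20.7, and all lines slope down towards COUP-TFII siRNA.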

Computational analysis identified clusters of genes shared by different gene regulatory networks (Figure S2 and Figure S3) namely genes involved in Wnt/β-catenin signaling, insulin signaling and lipid/carbohydrate metabolism. 

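None of the 8 gene lists for these themes was shifted at an adjusted p under 0.05 in the unpaired comparison by limma's camera, and none was with the replicate block, with an estimated correlation or by fry. The 31 measured target genes of Wnt/β-catenin signaling had a median log2 fold change of -0.15 (adjusted p = 0.242), with 20 of them lower and 11 higher by mean. Among 61 Wnt pathway components the median was -0.056 (adjusted p = 0.678), and Csnk2a2 had the lowest p. The 65 genes of insulin signaling had a median of -0.012 (adjusted p = 0.662). Of 26 genes of fatty acid synthesis and desaturation 18 were lower by mean, with a median of -0.080 (adjusted p = 0.236). In that list Acaca, for acetyl-CoA carboxylase, had a log2 fold change of -0.37 (standard error 0.13) and Fasn, for fatty acid synthase, -0.28 (standard error 0.14). Without scrambled siRNA replicate 3 this list was called lower, with a median of -0.15 and an adjusted p of 0.0441 (0.0441 to 0.963 over the alternatives). With 1 array left out the Wnt target median was -0.022 without COUP-TFII siRNA replicate 1, -0.038 without scrambled siRNA replicate 3 and -0.26 without scrambled siRNA replicate 2. It was -0.091 with log2(signal + 16) and -0.083 under the filter at the median signal. Over the 6 arrays so left out the medians ran from -0.072 to -0.019 for Wnt pathway components, from -0.076 to 0.017, positive without COUP-TFII siRNA replicate 2, for insulin signaling and from -0.22 to -0.0083 for fatty acid synthesis and desaturation.
The 33 genes of fatty acid oxidation had a median log2 fold change of 0.045 (adjusted p = 0.735). Their lowest p was that of Acadm, for medium-chain acyl-CoA dehydrogenase, whose signal was 257 ± 37.5 (SD, n = 3) against 397 ± 61.8 (SD, n = 3), a log2 fold change of -0.62. The 19 genes of cholesterol synthesis had a median of 0.047 (adjusted p = 0.735) and were called higher without scrambled siRNA replicate 2, with a median of 0.23 and an adjusted p of 0.0310 (0.0310 to 0.963 over the alternatives). The median of 24 glycolysis genes was 0.0076, and -0.048 after quantile normalization, while their mean of -0.089 and the direction of the camera test were negative (adjusted p = 0.884). The 19 genes of gluconeogenesis and anaplerosis had a median of -0.050 (adjusted p = 0.662), with Pck2 at -0.44 and Pc at -0.32. With 1 array left out these medians ran from -0.085 to 0.12 for fatty acid oxidation, -0.12 to 0.23 for cholesterol synthesis, -0.10 to 0.099 for glycolysis and -0.13 to 0.038 for gluconeogenesis and anaplerosis. Adjusted over the list alone, no gene of these lists passed 0.05 in the unpaired limma fit. With the replicate block 3 did, each lower in COUP-TFII depleted cells, and these were Csnk2a2, Acaca and Acadm. At an unadjusted p up to 0.05 the Wnt target list held 2 lower genes and 0 higher ones, with Dact1 (-0.56) among the former.
Figure S3 lists 62 distinct probe sets that the paper selected on these arrays, so neither their directions nor calls among them are independent evidence. Of these, 29 were higher and 33 lower in COUP-TFII depleted cells by mean. At an unadjusted p up to 0.05 limma called 14 higher and 16 lower, and 0 were called after adjustment over all probe sets, with or without the replicate block. With each of the 6 arrays left out in turn, limma called 16 to 19 of them at that unadjusted p. Adjusted over the list alone, 4 of the 26 probe sets of the lipid list and 9 of the 12 of the carbohydrate list passed. Of the 18 of the Wnt list and the 14 of the insulin list 0 passed, and 0 when all 62 were taken as 1 list. Since the probe sets were selected by P on these arrays, that adjustment does not control the share of false calls.

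**Figure D2:**
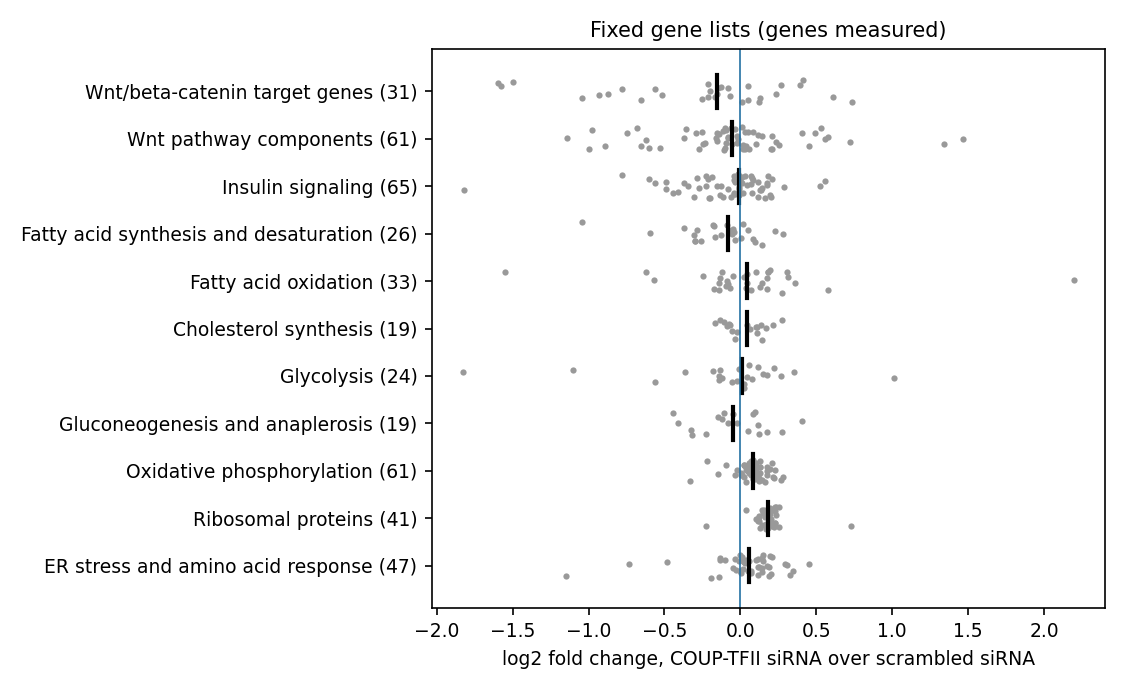
log2 fold change of each measured gene (points, 1 probe set per gene, vertical scatter for display only) and the median of each list (black bar) for 11 lists, with the number of genes in brackets. The medians lie between -0.15 for Wnt target genes and 0.18 for ribosomal proteins, and the latter is 0.021 after quantile normalization.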

Cyclin D1 is a well-characterized direct target gene of β-catenin/TCF7L2-dependent Wnt signaling in β-cells [17]. COUP-TFII coordinates cell patterning through modulation of Wnt signaling in other systems [32], [33]. Therefore, we examined whether knockdown of COUP-TFII in 832/13 INS-1 cells modulates β-catenin/TCF7L2-dependent Wnt targets. Our microarray analysis showed that levels of the cyclin D1 (Ccnd1) transcripts were lower in COUP-TFII depleted cells than in control cells (GEO database, accession number: GSE30526). 

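All 3 Ccnd1 probe sets had lower mean signals in COUP-TFII depleted cells, where the means lay near or below the highest Bacillus control signal, 20.7. Ccnd1 1383075_at, the probe set of Figure S3, had a signal of 17.3 ± 4.13 (SD, n = 3) in COUP-TFII depleted cells and 40.7 ± 12.4 (SD, n = 3) in control cells. Its log2 fold change was -1.22 (standard error 0.44, adjusted p = 1 from limma, and 0.777 with the replicate block). This is a decrease of 56.9%, which was 40.6% with log2(signal + 16). Ccnd1 1371643_at had 20.9 ± 17.6 (SD, n = 3) against 47.1 ± 4.80 (SD, n = 3), a log2 fold change of -1.58 (standard error 0.66), and -0.86 without COUP-TFII siRNA replicate 3. The groups of these 2 probe sets did not overlap (exact permutation test, two-sided p = 0.1 for each). Ccnd1 1371150_at had 13.0 ± 13.3 (SD, n = 3) against 26.1 ± 10.9 (SD, n = 3), a log2 fold change of -1.85 (standard error 1.11), with overlapping groups and lower signals in 2 of 3 same-numbered pairs. Its log2 fold change was -0.53 without COUP-TFII siRNA replicate 1 and -2.86 without COUP-TFII siRNA replicate 2.

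**Figure D3:**
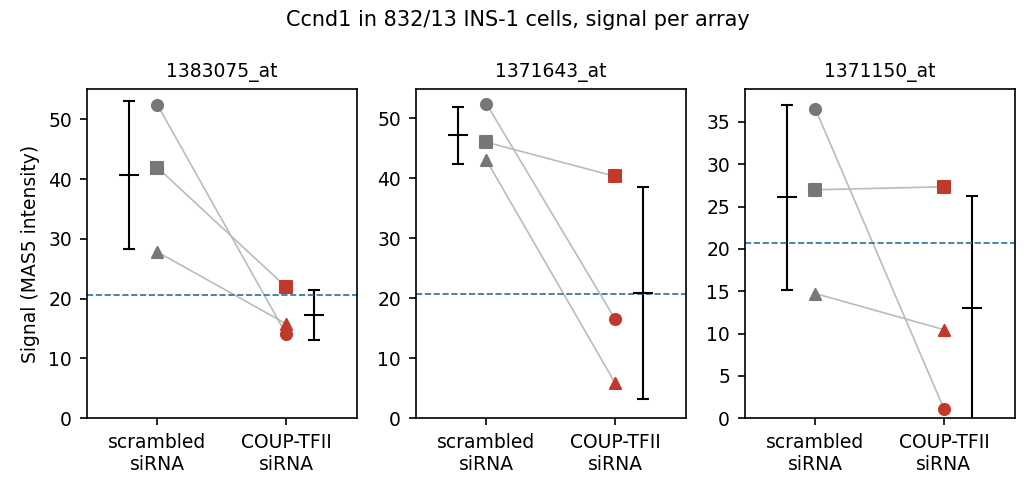
Signal per array (MAS5 intensity, linear axis from 0) of the 3 Ccnd1 probe sets after scrambled or COUP-TFII siRNA. Points are arrays, lines join arrays with the same replicate number, bars are mean ± SD (n = 3), with 1 bar ending at the axis where it would pass below 0, and the dashed line is the highest Bacillus control signal, 20.7, which the means in COUP-TFII depleted cells lie close to or below.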

As shown in figure 4A, independent RT-qPCR experiments indicated that cyclin D1 mRNA levels were lowered by 55% in COUP-TFII depleted cells. Immunoblot analysis indicated that cyclin D1 protein levels also fell coinciding with observed changes in mRNA levels (Fig. 4B). However, protein levels of the cyclin D-dependent kinase 4 (cdk-4), a kinase associated with cyclin D1 in controlling G1 phase of the cell cycle, were not modified in COUP-TFII knockdown β-cells (Fig. 4B). Messenger RNA levels of Wnt target genes c-myc, glutamine synthase and axin 2 all significantly decreased in COUP-TFII depleted 832/13 INS-1 cells compared to control cells (Fig. 4A) whereas cyclin D2 mRNA levels were not affected (data not shown). We also examined whether COUP-TFII, being a transcription factor, could control the expression of β-catenin itself under the same experimental conditions. Indeed, knockdown of COUP-TFII caused a significant 36% decrease in β-catenin mRNA levels (Fig. 4A). To further address the relationships between COUP-TFII and β-catenin/TCF7L2-dependent Wnt signaling, we transfected COUP-TFII depleted 832/13 INS-1 cells with the TOP/FOPflash luciferase vectors, a TCF/β-catenin-directed transcription system in which activity of the luciferase reporter indicates activation of signaling via β-catenin. TCF/β-catenin-dependent luciferase activity decreased significantly by 25% in the absence of COUP-TFII (Fig. 4A). In contrast, adenovirus-mediated overexpression of human COUP-TFII in 832/13 INS-1 cells induced both β-catenin and cyclin D1 mRNA levels (Fig. 4C).

**Figure 4:**
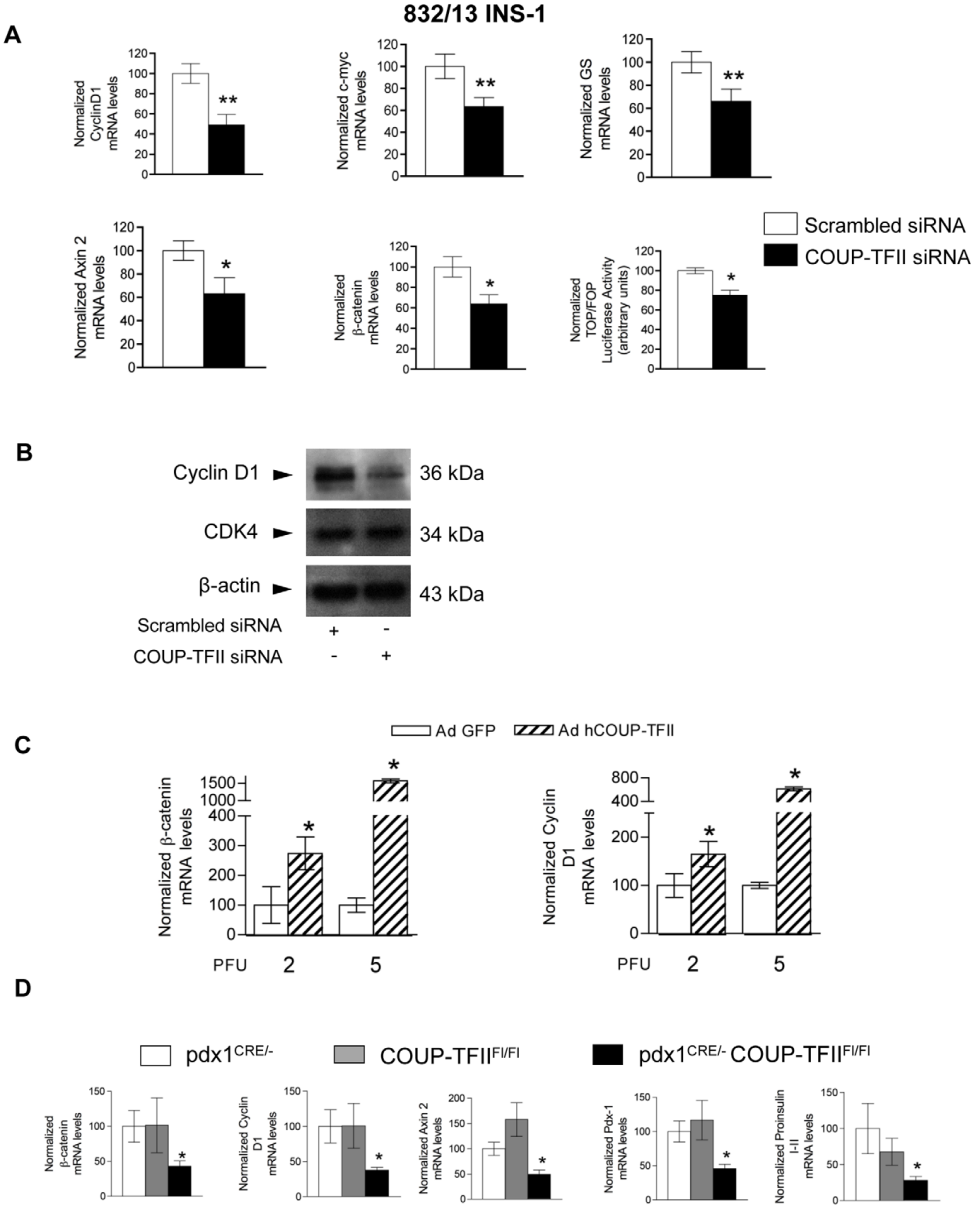
COUP-TFII regulates β-catenin signaling target genes in mouse islets and a β-cell line. (A) 832/13 INS-1 β-cells were electroporated with scrambled (control) or COUP-TFII specific siRNA and cultured for 48 h. Levels of cyclin D1, c-myc, glutamine synthase, axin 2, and β-catenin mRNA were determined by RT-qPCR. Effects on Wnt/β-catenin signaling were assessed by the luciferase activity of a TOP/FOP-flash reporter. Results are means ± SEM of data from between 3 and 12 (mRNA levels) independent electroporation experiments. Significant differences between COUP-TFII knockdown and control values are shown by asterisks at the *P* value indicated. *P<0.05; **P<0.03. (B) A representative immunoblot of different experiments of 832/13 INS-1 β-cells that were electroporated with scrambled or COUP-TFII specific siRNA. 50 µ g of total protein extract was subjected to immunoblot analysis with antibodies against cyclin D1, CDK4 or β-actin. (C) RT-qPCR analysis of β-catenin and cyclin D1 mRNA levels of 832/13 INS-1 cells infected with Ad-GFP or Ad-hCOUP-TFII at 2 or 5 PFU per cell as indicated [4] normalized to housekeeping gene cyclophilin. Results are means ± SEM of data from 3 independent infection experiments. *Significant difference between between COUP-TFII overexpression and control values at *P*<0.05 (D) RT-qPCR analysis of β-catenin, cyclin D1, axin 2, pdx1 and proinsulin I-II mRNA from islets from 5-week-old pdx1^CRE/-^, COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice. Results are mean ± SEM (error bars) for 5 animals per genotype. *P<0.05 for pdx1^CRE/-^ COUP-TFII^Fl/Fl^ versus COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ control mice.

We next examined the Wnt signalling pathways in islets isolated from 5-week-old mutant pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice. Messager RNA levels of β-catenin, cyclin D1 and axin 2 were markedly lower than in control islets (Fig. 4D). We also examined the expression of pdx1, a master regulator of functional pancreatic β-cell mass, and one of its target genes, proinsulin I-II. We found that mRNA levels of both of these genes were significantly decreased in COUP-TFII-ablated islets of pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice compared to those from control littermates (Fig. 4D). This reduction of pdx1- expression is probably a consequence of the absence of COUP-TFII, not of direct control [5]. Collectively, these results indicate that there is crosstalk between COUP-TFII and the Wnt signaling pathway which may promote pancreatic β-cell differentiation.

### COUP-TFII is required for GLP-1 induced activation of the β-catenin/TCF7L2 axes and its target gene cyclin D1

The transcription of cyclin D1 is induced by exendin-4 (Exd4), a stable agonist of the glucagon-like peptide-1 receptor (GLP-1R), via TCF7L2 and β-catenin in INS-1 cells [17]. This prompted us to test whether COUP-TFII has a role in this process. We first verified that GLP-1 signaling occurs by measuring expression of insulin growth factor-1 receptor (IGF-1R), a known target gene of gluco-incretin hormone signaling [20] in 832/13 INS-1 cells. GLP-1 or Exd4 induced IGF-1R mRNA expression in cells within 6 h (Fig. 5A). Treatment with GLP-1 or Exd4 also induced cyclin D1 mRNA levels (Figure 5B lane 1 vs. lanes 2 and 3) in β-cells culture. As expected and as shown in figure 4A, transfection with COUP-TFII siRNA caused a decrease in basal cyclin D1 mRNA levels (Fig. 5B lane 1 vs. lane 4). In addition, COUP-TFII knockdown almost halved Exd4 induced increase in cyclin D1 mRNA (Fig. 5B lanes 1 and 3 vs. lanes 4 and 5). We then examined whether β-catenin is required for Exd4-mediated cyclin D1 induction, as might be expected, in wild type (Figure S4) and COUP-TFII depleted cells. This was done by adenovirus-mediated overexpression of β-catenin. In the absence of COUP-TFII, a 3.7 fold increase in cyclin D1 mRNA levels was restored when β-catenin was overexpressed (Figure 5B, lanes 4 and 6). These results demonstrate the requirement of COUP-TFII in the induction of cyclin D1 by GLP-1 via increased β-catenin levels.

**Figure 5:**
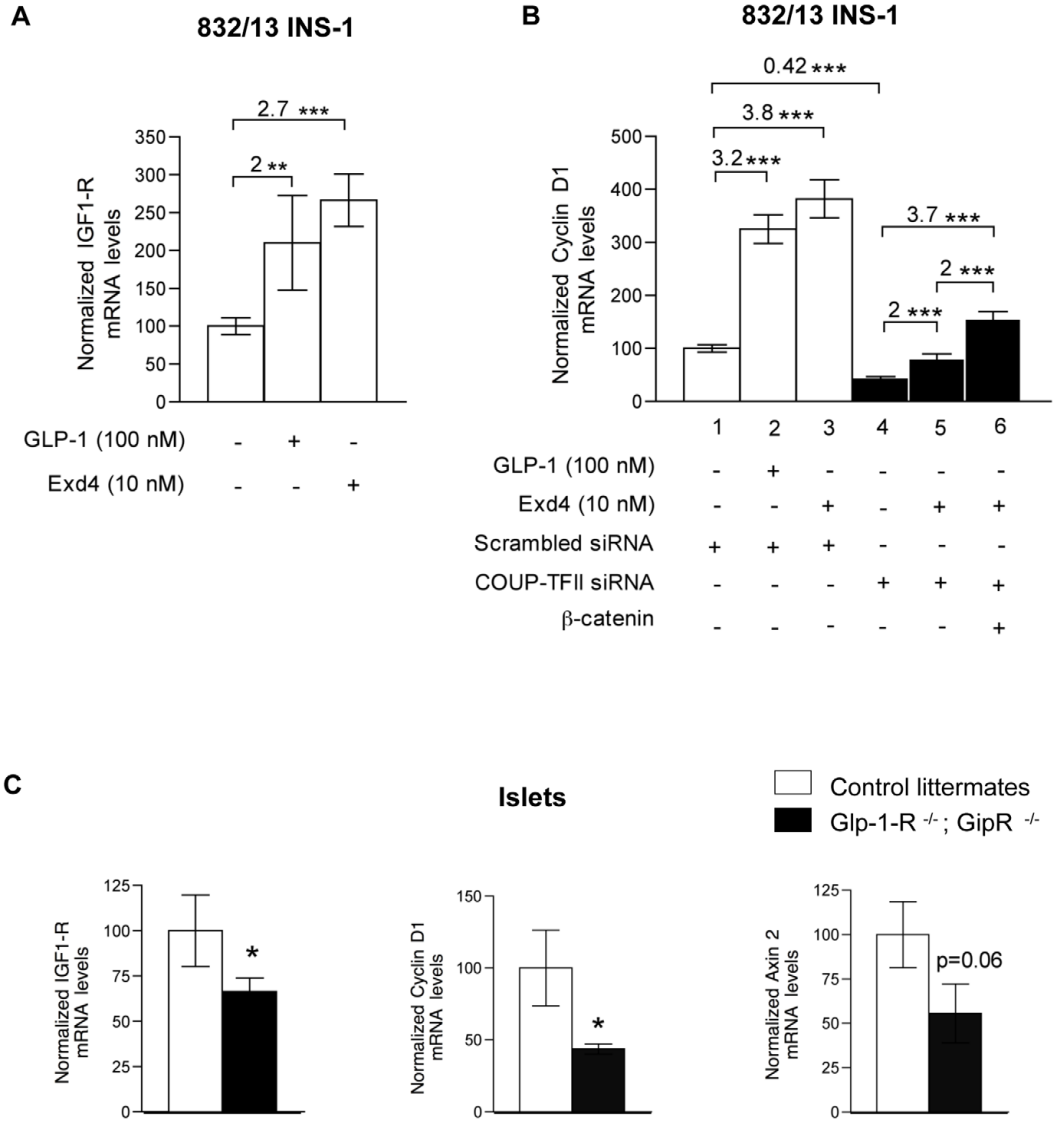
GLP-1 signaling enhances cyclin D1 gene expression via COUP-TFII and β-catenin expression. (A) GLP-1 and Exd4 stimulate IGF1-R expression in the 832/13 INS-1 β-cells. Wild-type 832/13 INS-1 β-cells were cultured in INS-1 medium and stimulated for 6 h with (+) or without (-) 100 nM GLP-1 or 10 nM Exd4 and IGF1-R mRNA levels were analyzed by RT-qPCR and normalized to housekeeping gene cyclophilin. Numbers over brackets indicate fold increase between Exd4 and GLP-1 treated samples and the control as indicated. Results are means ± SEM of data from 5 independent electroporation experiments. Significant differences between values linked by brackets are shown by asterisks at *P* value indicated. **P<0.03. ***P<0.001. (B) Absence of COUP-TFII abrogates Exd4 stimulated cyclin D1 expression in 832/13 INS-1 β-cells. 832/13 INS-1 β-cells were electroporated with scrambled or specific COUP-TFII siRNA, infected or not infected with recombinant β-catenin adenovirus and stimulated with (+) or without (-) 100 nM GLP-1 or 10 nM Exd4 for 6 h. Cyclin D1 mRNA levels was analysed by RT-qPCR. Numbers indicate fold-increase of cyclin D1 expression. Results are means ± SEM of data from 5 independent electroporation experiments. ***Significant differences between values linked by brackets at *P*<0.001. (C) *In vivo* crosstalk of GLP-1 and Wnt signaling pathways. RT-qPCR analysis of IGF-1R, cyclin D1 and axin 2 mRNA levels were performed on mouse islets isolated from *GipR* ^-/-^; *Glp-1-R^-/-^* transgenic mice normalized to housekeeping gene cyclophilin. Data are means ± SEM for 5 animals of each genotype. *Significant difference between transgenic and control values at *P*<0.05.

Since GLP-1 is known to activate Wnt signaling in cultured β-cells via the GLP-1R [17], we compared the expression of some Wnt target genes in islets isolated from mice in which incretin receptors were inactivated. As previously reported [20], we found significantly lower IGF-1R mRNA levels in islets isolated from these GipR^-/-^; Glp-1R^-/-^ mice compared to control littermates. We also detected a marked decrease in cyclin D1 mRNA and axin 2 mRNA levels (Fig. 5C).

Altogether, these *ex vivo* and *in vivo* results indicate that full activation of the β-catenin/TCF7L2-dependent Wnt signaling pathway by GLP-1 via GLP-1R requires COUP-TFII expression in pancreatic β-cells.

### Absence of COUP-TFII in islets results in decreased GLP-1 receptor expression

While the fold induction of cyclin D1 expression in response to exendin-4 recovers in COUP-TFII depleted 832/13 INS-1-cells when β-catenin is overexpressed, the absolute amount of cyclin D1 mRNA does not reach that of the control (Fig. 5B). It is likely that other components of the GLP-1 signaling pathway altered in the absence of COUP-TFII also contribute to the observed phenotype. We analyzed whether IGF-1R [20] and GLP-1R [34], two target genes of the GLP-1 signaling cascades, but not known to be β−catenin dependent targets, may be altered in islets isolated from 5-week-old mutant pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice. We did not detect any changes in IGF-1R mRNA levels but a significant reduction of GLP-1R mRNA levels were measured in islets isolated from 5-week-old mutant pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** mice compared to those from control littermates (Fig. 6).

**Figure 6:**
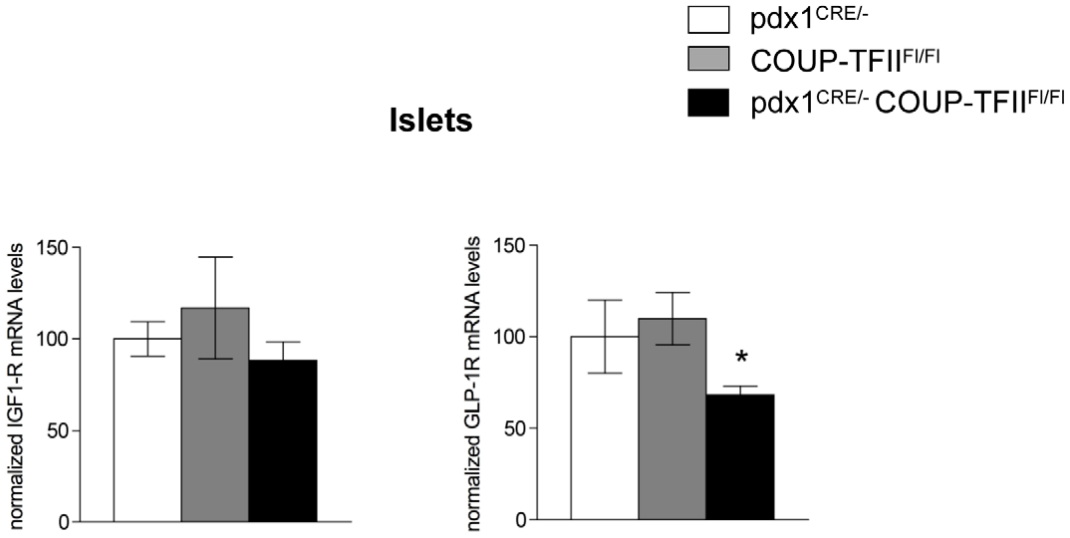
COUP-TFII controls GLP-1R expression in islet. RT-qPCR analysis of IGF-1R and GLP-1R mRNA from islets from 5-week-old pdx1^CRE/-^, COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ COUP-TFII^Fl/Fl^ mice normalized to housekeeping gene cyclophilin. Results are mean ± SEM (error bars) for 5 animals per genotype. *P<0.05 for pdx1^CRE/-^ COUP-TFII^Fl/Fl^ versus COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ control mice.

### COUP-TFII expression is activated by TCF7L2 in β-cells

Since there is a direct interplay between GLP-1R/GIP-R and TCF7L2 in human islets [34], we examined COUP-TFII protein expression in isolated human pancreatic islets exposed to siRNA directed to TCF7L2 or scrambled control siRNA and cultured as previously described [34]. Triple staining for COUP-TFII, insulin and DAPI revealed that COUP-TFII was almost undetectable in TCF7L2 depleted β-cells (Fig. 7A). Also down-regulation of TCF7L2 by TCF7L2 siRNA in rat 832/13 INS-1 resulted in down-regulation of COUP-TFII mRNA abundance and consequently decreased cyclin D1 expression when compared to scrambled siRNA. This control may represent a feedforward loop by which both COUP-TFII and TCF7L2 positively regulate each other.

**Figure 7:**
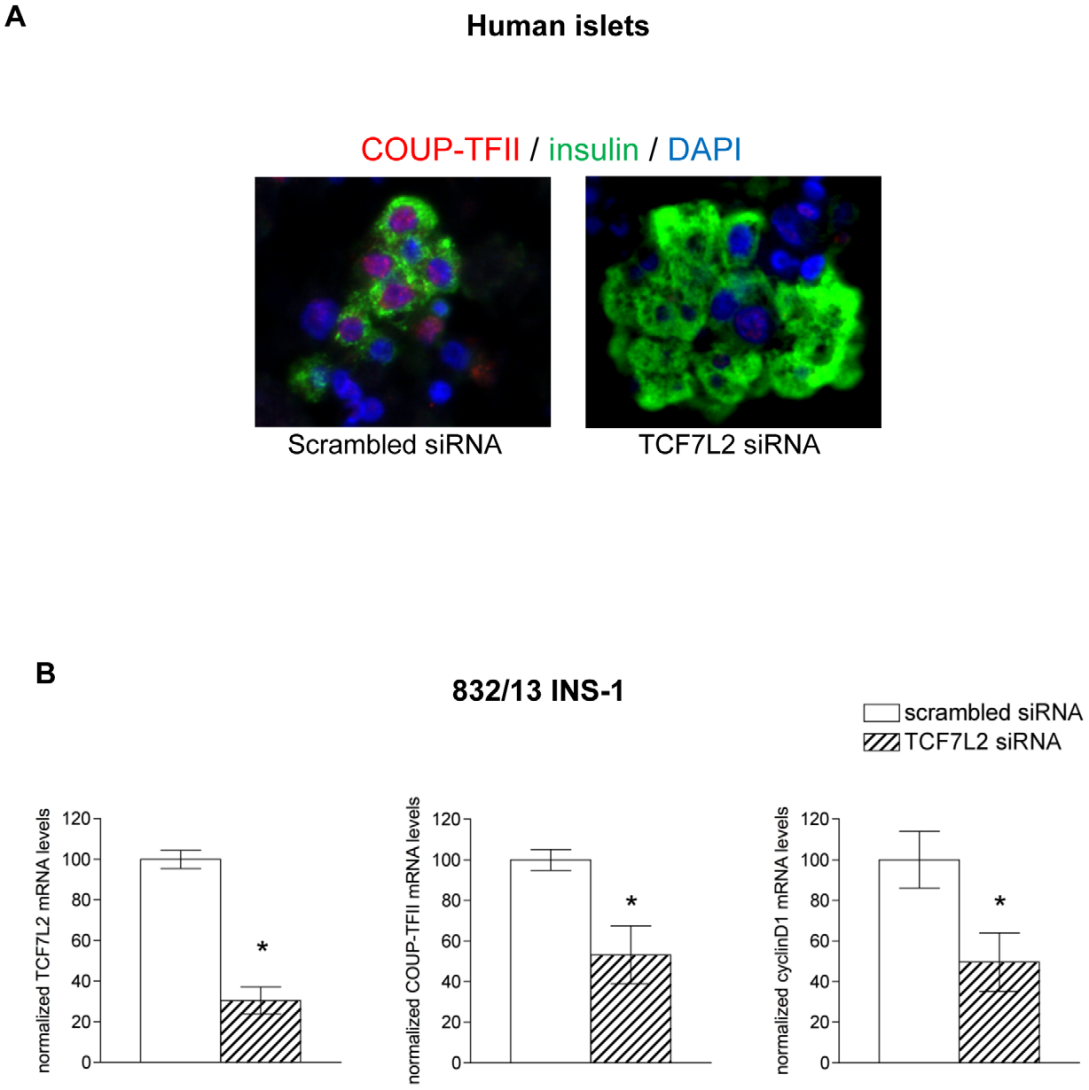
COUP-TFII expression is activated by TCF7L2 in β-cells. (**A**) Fixed healthy human islets were triple-stained for COUP-TFII in red, for insulin in green and DAPI in blue. (B) 832/13 INS-1 β-cells were electroporated with scrambled (control) or specific TCF7L2 siRNA and cultured for 48 h. Relative TCF7L2, COUP-TFII and cyclin D1 mRNA levels were determined by RT-qPCR normalized to housekeeping gene cyclophilin. Results are means ± SEM of data from between 4 independent electroporation experiments. Significant differences between TCF7L2 knockdown and control values are shown by asterisks at the *P* value indicated. *P<0.05.

## Discussion

The development and maintenance of pancreatic β-cell mass and function are important determinants of an organism's homeostatic capacity to respond to changing blood glucose levels effectively. In our previous study, we reported that when expression of the nuclear receptor COUP-TFII was depleted in pancreatic β-cells, adult RIP^cre/-^ COUP-TFII ^fl/wt^ mice were glucose intolerant due to impaired glucose-stimulated insulin secretion but β-cell mass at 14 weeks of age was unaffected [3]. Here we found that COUP-TFII is a novel positive regulator of β-cell mass during the neonatal period in mice.

In this study, we demonstrate the physiological and molecular consequences of homozygous COUP-TFII ablation selectively in pancreas using the pdx-1 promoter controlling Cre recombinase expression. We show that adult mice developed glucose intolerance due to a reduction in β-cell number at birth. The total number of glucagon- and insulin-expressing cells were similar in mutant mice and control littermates from E12.5 to E14.5 suggesting that COUP-TFII is not involved in the early development of endocrine cells. However, the reduction of the number of small clusters of insulin containing cells within the ductal epithelium at P5 together with the reduced number of β-cells at P1 and further reduction at 3 weeks suggests decreased neogenesis in the neonatal period. In addition, our results *in vitro* show that COUP-TFII expression maintained β-cell survival. Although we were unable to measure β-cell apoptosis *in vivo* due to very low numbers of cells as found previously [35], we cannot totally exclude the possibility that it contributes to β-cell reduction in COUP-TFII knockout mice.

Our molecular studies in islets isolated from 6-week-old pdx1**^CRE/-^** COUP-TFII**^Fl/Fl^** and in cultured INS-1 cells with loss and gain of COUP-TFII function provide the first evidence that this nuclear receptor participates in the Wnt/β-catenin/TCF7L2 dependent transcription signaling pathway in pancreatic β-cells. We show that COUP-TFII positively controls a TCF-sensitive luciferase reporter gene that is specifically triggered by Wnt signaling. We also observed that COUP-TFII increases β-catenin gene expression, a central component of the canonical Wnt-signaling pathway and consequently up-regulates some of the target genes in β-cells. Whether or not the effect on β-catenin transcription is mediated by direct COUP-TFII binding or by an indirect action through other binding partners is not yet known. Both mechanisms have been shown to be relevant to COUP-TFII action in other cell types [36]. For example, mouse IGF-1 and neuropilin-2 genes are positive direct targets of COUP-TFII [37], [38] and COUP-TFII binds to its promoter to negatively control its expression in pancreatic β-cells [4]. During the neonatal period, active Wnt/β-catenin-signaling is involved in the regulation of pancreatic β-cell number in normal and stressed rats mainly through proliferation and neogenesis [7]. In parallel TCF7L2 depletion in islets results in increased β-cell apoptosis and decreased β-cell proliferation [34].

Several hormones and growth factors activate the canonical Wnt signaling pathway [16], [11]. One such factor is GLP-1, which is a gut-derived incretin hormone [39]. GLP-1 induces multiple signaling pathways intrinsic to β-cell function [40], [41], [42]. GLP-1 protects pancreatic β-cells from apoptosis [20], [19] and promotes β-cell neogenesis in many rodent model systems and human pancreatic ducts [43]. In unstressed rodents, an exogenous GLP-1R agonist stimulates islet neogenesis [44] and restores a functional pancreatic β-cell mass in the newborn Goto-Kakizaki prediabetic rat [23]. A functional link between Wnt/β-catenin signaling and GLP-1 signaling has been established where GLP-1 boosts pancreatic β-cell division by activating TCF7L2-dependent Wnt signaling [17]. In human islets functional GLP1 signaling requires TCF7L2 [45]. Our results suggest that COUP-TFII acts as a molecular link between these two pathways. Our results demonstrate that COUP-TFII is required for GLP-1 activation of the β-catenin/TCF7L2 signaling pathway and its downstream target cyclin D in isolated islets and in INS-1 β-cells. In parallel, two target genes of GLP-1 signaling, GLP-1R and pdx-1 expression were significantly lower in mutant islets compared to control islets and COUP-TFII expression was lowered by depletion of the Wnt signaling-associated transcription factor TCF7L2 in human islets and rat β-cells. Altogether, these observations suggest a complex interplay between several components of the GLP-1 signal transduction pathway and we propose that COUP-TFII is possibly a link between TCF7L2 and GLP-1R expression (Figure 8).

**Figure 8:**
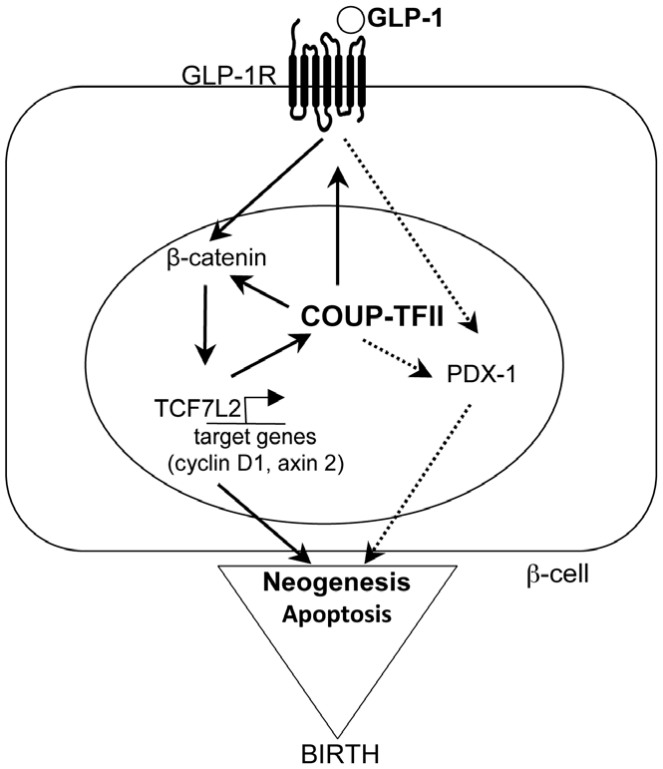
Proposed scheme of how COUP-TFII increases β-cell numbers through GLP-1 signaling cascade during the neonatal period in mice. Positive regulation (arrows) of indirect COUP-TFII target's genes in pancreatic β-cells.

In other tissues, COUP-TFII is involved in apoptosis, proliferation and differentiation [37], [38], [46], [47]. Our results suggest that COUP-TFII is a critical transcription factor for the expansion of β-cells during early neonatal life and COUP-TFII might participate in determining β-cell survival. Questions as to the relative contribution of β-cell proliferation versus islet neogenesis to β-cell mass expansion and which progenitor cells which are capable of generating endocrine cells during neonatal are highly controversial. There is evidence that GLP-1 can stimulate differentiation of β-cell precursors [48], [43] and prevent apoptosis [18], [19], [20]. We also observed expression of COUP-TFII in ductal cells at E18.5 (Figure S5) and at least a subset of ductal cells can still differentiate into endocrine cells in late development and the early post-natal period P1 [29], [30].

In conclusion, transcriptional control by COUP-TFII defines a novel pathway linking physiological insulinotropic signaling to mechanisms determining β-cell number in the pancreas. While there are many drugs already available for the treatment of T2DM, over two-thirds of people with the disease continue to have suboptimal glucose control, and incretin therapies offer benefits matched by no other T2DM treatment currently available. We now expect to learn from studies of new transgenic mice over-expressing COUP-TFII combined or not with GLP-1 analog treatment whether COUP-TFII will reduce and/or reverse the development of diabetes.

## Methods

### Mouse genetics and genotyping

The derivation of the pdx1^CRE/-^COUP-TFII^Fl/Fl^ mouse line has been previously reported [3] except for the fact that the Cre recombinase in this study is under the control of Pdx1 promoter (Pdx1-Cre transgenic line provided by Dr Melton, [25]). COUP-TFII PCR analysis was used to genotype mice using DNA isolated from tail tips of newborns as already described [3]. Male or female mutant mice were compared to COUP-TFII^Fl/Fl^ and pdx1^CRE/-^ littermates of the same age and sex. Embryos were studied at embryonic day (E) 12.5 and E14.5; newborns were studied at 1 day, 5 days and pups at 21 days after birth; adult mice were studied at 20 weeks of age. Animals were housed in colony cages with a 12-h light/12-h dark cycle in a temperature-controlled environment and fed ad libitum with a standard laboratory chow diet: composition 65% carbohydrate, 11% lipids and 24% proteins (SAFE, France R03-10). All procedures were performed in accordance with the principles and guidelines established by the European Convention for the Protection of Laboratory Animals under animal experimentation permit number 5820 from the Ministre de l'enseignement supérieur et de la recherché (France) and animal care facility agreement number A-75-14-02.

### Immunostaining and quantification of β-cell and α-cell mass in 21-day-old and adult mice

Pancreases were removed from sacrified animals and weighed. Whole pancreases were Bouin fixed and paraffin embedded. Each pancreatic block was serially sectioned (7 µm thickness) throughout its length. Every 35 sections throughout the block, ten sections were randomly chosen and immunostained for insulin or glucagon using indirect peroxidase labeling. Sections were incubated for 1 h with primary antibodies guinea pig anti-insulin serum (dilution 1∶1000) or rabbit antiglucagon serum (dilution 1∶600) from MP Biomedicals, Orsay, France. Sections were incubated for 45 min with peroxydase-conjugated rabbit anti-guinea pig IgG (dilution 1∶50; Dako, Trappes, France) or goat anti-rabbit IgG (final dilution 1∶50; Dako) then visualized with 3.39-diaminobenzidine-tetra-hydrochloride (DAB) (kit DAB; Valbiotech, Compiegne, France). Sections were mounted in Eukitt (Labonord).

For each section, the total surface area and area of β-cells (insulin-positive) or α-cells (glucagon-positive) were estimated by computer-assisted image analysis using an Olympus BH2 microscope connected via a color video camera to a personal computer with Histolab 5.14 software (Microvision Instruments, Evry, France). The relative volume of β- or α-cells was determined by stereological morphometric methods, calculating the ratio between the area occupied by immunoreactive cells and that occupied by all pancreatic cells. Total β-cell or α-cell mass per pancreas was calculated by multiplying this ratio by the whole pancreas mass.

COUP-TFII expression in adult pancreatic sections from COUP-TFII^Fl/Fl^ and pdx1^CRE/-^COUP-TFII^Fl/Fl^ was assessed as previously described [4].

### Estimation of endocrine cell number and mass in E12.5, E14.5 and newborn mice

Each pancreatic block was serially sectioned (8 µm thickness) throughout its length. From each pancreas from newborns, 1 section was quantified every 10 sections, giving a total of about 20 sections. For each E12.5 pancreas, 1 section was quantified every 3 sections, giving a total of about 12 sections. For each E14.5 pancreas, 1 section was quantified every 5 sections giving a total of about 12 sections. Sections were incubated overnight with primary antibodies guinea pig anti-insulin serum (dilution 1∶100, Dako) and rabbit anti-glucagon serum (dilution 1∶600, Linco). Sections were then incubated for 1 h with Alexa Fluor 488-conjugated anti-rabbit IgG (final dilution 1∶200; Molecular Probes) and Alexa Fluor 555-conjugated goat anti-guinea pig IgG (final dilution 1∶1000; Molecular probes). Slides were counterstained with DAPI (diamidino-2-phenylindole). Sections were mounted in PBS-glycerol (1∶1, v/v). E12.5 and E14.5 adjacent sections were stained overnight with rabbit anti-Pdx1 (1∶60,000, courtesy of Chris Wright). Then sections were incubated for 1 h with Alexa Fluor 488-conjugated anti-rabbit IgG (final dilution 1∶200; Molecular Probes). The total numbers of β-cells or α-cells at E12.5 and E14.5 were counted using a Leica DM5500 microscope connected via a color video camera to a personal computer although E12.5 insulin-positive cells were not numerous enough to be counted reliably. Pdx1-positive areas were quantified on mosaic images taken with the same microscope with a 20X objective using ImageJ sofware. Areas with signal intensity above a defined threshold were counted. To quantify the DAPI area, mosaic images were captured with the same microscope/camera/computer set-up with a 10× objective. Positive areas were defined with the lasso function and measured using Image J sofware.

### Histological studies

Five-day-old pancreases were removed from sacrificed animals (4 mice per group) and weighed. Whole pancreases were fixed 12 h in 4% paraformaldehyde and paraffin embedded. Each paraffin block containing the pancreases was serially sectioned throughout its length.

### β-cell proliferation

Ten sections were randomly chosen and were double stained for insulin and Ki67 (NCL-Ki67P, Leica). To estimate the proliferation rate, β-cells and Ki67-positive β-cells were counted using an Olympus BX40 microscope. At least 2,000 cells were counted per pancreas.

### β-cell apoptosis

Apoptotic cells were detected by terminal deoxynucleotidyl transferase dUTP-mediated nick-end labeling (TUNEL; Millipore) assay as previously described [7].

### β-cell neoformation from ductal precursors

To obtain an estimation of β-cell neogenesis activation, we quantified single β-cells and clusters of β-cells in the duct epithelium as previously described [22]. Values for insulin+/β-cells are related to total pancreatic section area and cells were determined per µm^2^ of pancreatic tissue at P5.

#### Intraperitoneal glucose tolerance test and insulin assay

Intraperitoneal glucose tolerance tests were performed on mice that had been fasted for 14 h. Animals were injected intraperitoneally with 2 g/kg body weight of glucose. Blood was withdrawn from the tail vein. Blood glucose was measured immediately before and 20, 40, 60, and 120 min after glucose injection using the Accu-Check II glucometer (Roche Diagnostic). Blood samples taken at the same times were immediately centrifuged at 4°C, and the plasma was stored at -80°C until assayed. Plasma insulin was measured with a radioimmunoassay kit (Diasorin, Antony, France).

#### Cell culture

The rat insulinoma 832/13 INS-1 cell line was used between passages 7 and 25 [49]. Cells were cultured at 5% CO_2_–95% air at 37°C in RPMI 640 medium containing 11 mM D-glucose supplemented with 10% (v/v) heat-inactivated fetal bovine serum, 100 U/ml penicillin-streptomycin, 10 mM HEPES, 1 mM sodium pyruvate (Invitrogen), and 50 µM β-mercaptoethanol (Invitrogen) (INS-1 medium). Cells in INS-1 medium were stimulated with 10 nM Exd4 (Exenatide, Byetta) or 100 nM GLP-1 (7-36) amide (Catalogue number 028-11, Phoenix) for 15 min or 6 h. Human islets were isolated from pancreases of three healthy organ donors as described previously [50], [51], [52] cultured in full CMRL medium (Invitrogen) [34] on extracellular matrix–coated plates derived from bovine corneal endothelial cells (Novamed Ltd., Jerusalem, Israel), allowing the cells to attach to the dishes and spread for 24 h before transfection to preserve their functional integrity [53], [54].

#### Gene silencing with siRNA

COUP-TFII and TCF7L2 (SI03385851, Qiagen) depletion experiments in the 832/13 INS-1 cell line were performed as described previously [5]. Cells (1.2×10^6^) were transfected with 68 and 50 pmol of COUP-TFII siRNA and TCF7L2 siRNA respectively, in parallel to control siRNA, by electroporation using an Amaxa Nucleofector II device (solution T, program T20; Amaxa Biosystems) and cultured during 48 h.

Isolated human islets were exposed to transfection _Ca_^2+^-KRH medium (4.74 mM KCl, 1.19 mM KH2PO4, 1.19 mM MgCl_2_6H_2_O, 119 mM NaCl, 2.54 mM CaCl2, 25 mM NaHCO3, 10 mM HEPES). SiRNA-Lipofectamine 2000 complexes were prepared according to the manufacturer's instructions (Lipofectamine2000; invitrogen) using 50 nM siRNA to TCF7L2 (RNAs of 21 nucleotides, designed to target human *TCF7L2*; Stealth Select^TM^ RNAi, invitrogen) and scrambled siRNA (Ambion, Austin, TE) as described before [55]. After overnight incubation, the transfection medium was aspirated and replaced by fresh culture medium. Islets were fixed 72 h later in Bouińs fixative embedded in paraffin and islet sections were prepared after dehydration. Sections were deparaffinized, rehydrated and incubated overnight at 4°C with mouse anti-COUP-TFII (Perseus Proteomics H7147-00) and guinea pig anti-insulin antibodies (Dako, Carpinteria, CA), followed by detection using cy3 and fluorescein-conjugated antibodies (Jackson) and embedded in Vectashield mounting medium (Vector Laboratories, Burlingame, CA), to visualize all cells by 4,6-diamidino-2-phenylindole (DAPI) staining. Fluorescence was analyzed using a Nikon MEA53200 (Nikon GmbH Duesseldorf, Germany) microscope and images were acquired using Openlab (Improvision Inc, Waltham, MA 02451,USA) or NIS-Elements software (Nikon). Western blotting was performed to check the level of downregulation of TCF7L2 and resulted in 4-fold downregulation compared to siScr-treated control as shown before [45].

#### Cell viability assay

After 48 h of COUP-TFII inactivation by siRNA, cell viability was assayed using the MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide) assay following the Cellitoter 96 assay (Promega G4000) procedure.

#### Flow cytometry measurements

Cultured 832/13 INS-1 cells were pretreated with scrambled or COUP-TFII-specific siRNA for 48 h. Proliferation of β-cells was evaluated by measuring 5-bromo-2′-deoxyuridine (BrdU) incorporation using APC BrdU Flowkit (catalogue number 552598, BD Pharmingen). Cells were incubated with BrdU (10 µM) for 1 h at 37°C. Then cells were washed, trypsinized and fixed with cytofix/cytosperm buffer. Development of BrdU staining was done following the kit procedure. DNA was stained with 7-aminoactinomycin D (7-AAD) and cells were analyzed by using FACS Calibur4C (Becton Dickinson) with the FL-1 channel (band pass 530 ± 30 nm) for BrdU and the FL-3 channel (long pass 670 nm) for 7-ADD. Changes in mitochondrial membrane potential (Δψm) were evaluated by labeling cells with DiOC_6_(3). Cells were incubated for 20 min at room temperature with 10 nM DiOC_6_(3) and labeled with propidium iodide (PI, 1 mg/ml). Cell fluorescence was measured after suitable spectral compensation in the FL-1 channel for DiOC_6_(3) and the FL-3 channel for PI. To induce apoptosis, cells were treated with a rat cytokine mix containing 25 ng/ml TNF-α (catalogue number 400-14, Peprotech), 10 ng/ml IL-1β (catalogue number 400-01, Peprotech), and 10 ng/ml INF-γ (catalogue number 400-20, Peprotech) during 24 h.

#### Plasmid, transfection and reporter gene assay

The T-cell factor (TCF)-responsive TOPflash vector (Addgene) expressing luciferase driven by multiple TCF-responsive elements was used to evaluate the activity of β-catenin. Transfection and reporter gene assays were done as previously described [4].

#### Adenovirus infection

Recombinant adenoviruses expressing GFP alone (Ad-GFP) or with human COUP-TFII (Ad-hCOUP-TFII) were generated and used as described previously [4]. Recombinant adenovirus expressing GFP alone (Ad-GFP) or with human wild-type β-catenin (Ad-β catenin) were generously provided by Dr CJ Li [56]. After COUP-TFII gene silencing, β-cells were infected with a multiplicity of infection of 20 in 500 µ l INS-1 medium for 2 h at 37°C and then cultured for 24 h before stimulation with or without Exd4 for 6 h.

#### Pancreatic islet isolation

Pancreatic islets of 5 week-old-pdx1^CRE/-^, COUP-TFII^Fl/Fl^ and COUP-TFII^Fl/Fl^ pdx1^CRE/-^ mice were isolated as previously described [4]. Total RNA was extracted from hand-picked islets using the Absolutely RNA microprep kit according to the instructions provided by the manufacturer (Stratagen).

#### Microarray expression profiling and data analysis

We determined the RNA profile of COUP-TFII knockdown β-cells (832/13 INS-1 cells transfected with COUP-TFII specific siRNA) with respect to control cells (832/13 INS-1 cells transfected with scrambled siRNA) using Affymetrix expression analysis technical manual 701025Rev.5 (Affymetrix, Santa Clara, California, USA). Briefly, 1 mg of total cellular mRNA was reverse transcribed into cDNA (SuperScript Choice System Invitrogen, Carlsbad, CA) using oligo-dT primers and a T7 RNA polymerase promoter site. The cDNA was *in vitro* transcribed and biotin-labeled for microarray analysis using the Affymetrix IVT labeling kit. The concentration of labelled cRNA was measured using a NanoDrop ND-1000 spectrophotometer. Labeled cRNA was fragmented in a fragmentation buffer for 35 min at 94°C. The quality of labeled and fragmented cRNA was analyzed using the Agilent bioanalyzer 2100 [57]. Fragmented cRNA was hybridized to the rat 230 2.0 array (Affymetrix) during 16h at 45°C. Arrays were washed and stained in a fluidics station (Affymetrix) and scanned using the Affymetrix 3000 GeneScanner.

Intensity of microarray probe signals were background-subtracted and normalized using reference probes. Individual probe values from 3 chips per treatment were used to calculate mean fold change. Log2-transformed values were employed for statistical analysis (Student's *t* test, Figure S3). Significant changes in gene expression (where *P*≤0.05) were filtered, annotated using NetAffx Data Analyses Center v31 [58]; http://www.affymetrix.com/analysis/index.affx) and analyzed using Ingenuity Pathway Analysis (Ingenuity® Systems; www.ingenuity.com), Gene Set Analysis Toolkit V2 (GSAT; [59] and David Bioinformatics Resources 6.7 (DavidBR, [60]. Results are available in the GEO database, accession number GSE30526 and are shown in Figure S2 and Figure S3.

#### Isolation of total mRNA and transcript detection by RT-qPCR

Total RNA was extracted and purified from cultured cells using the RNA-Plus reagent according to the manufacturer's institutions (Q-BIOgene). Reverse transcription was done with 2 µg of total RNA using Superscript II reverse transcriptase (Invitrogen) according to the manufacturer's protocol. RT-qPCR was performed with 6.25 ng of reverse-transcribed total RNA, 10 µM of each primer (Eurogentec), and 2 mM MgCl_2_ in 1x LightCycler DNA Master SYBR Green I mix using a LightCycler device (Roche). All samples were normalized to the threshold cycle value for cyclophilin mRNA, chosen as an invariant control. Forward and reverse primers used for the specific amplification of cDNA fragments were described by [5] or designed to hybridize to rat and/or mouse transcripts. Primer sequences will be provided on request.

Islet cDNA was prepared from GipR^-/-^; Glp-1-R^-/-^ transgenic mice and control littermates [20] and gene expression analysis was performed by RT-qPCR as above.

#### Immunoblotting

Total and cytosolic 832/13 INS-1 proteins were prepared as described in reference [4]. Protein extracts were sonicated and 10 to 50 µg was subjected to SDS-PAGE followed by immunoblotting with specific antibodies for: cyclin D1 at 1∶1,000 dilution (Neomarkers clone sp4 RM-9104/monoclonal rabbit anti-human) ; CDK4 at 1∶1,000 dilution (catalogue number 6315, Abcam); β-actin at 1∶2,000 dilution (catalogue number A2066, Sigma) or unphosphorylated (active) β-catenin at dilution 1∶1,000 dilution (catalogue number 05-665, Millipore). Immunoreactive bands were revealed using ECL SuperSignal West Pico chemiluminescent reagents (Pierce). Autoradiograms were scanned using Chemi Genius 2 Bioimaging System and quantified using Image J software.

#### Statistical analysis

Quantitative results are expressed as means ± standard errors of the mean (SEM). Statistical analyses were carried out using the Mann-Whitney test, a nonparametric statistical program appropriate when the sample number is less than 10. Null hypotheses were rejected at *P* values of >0.05. All experiments were performed at least three times.

## Supporting Information

Figure S1 **Absence of COUP-TFII in mouse pancreatic β-cells does not modify α-cell number**.
(TIF) Click here for additional data file.

Figure S2 **Categorization of COUP-TFII modulated genes in 832/13 INS-1 cells by biological process, molecular function and cellular component.**
(PDF) Click here for additional data file.

Figure S3 **Analysis of broad gene ontology terms (GO Slim) based on GSAT v2.**
(PDF) Click here for additional data file.

Figure S4 **Exd4 stabilizes cytosolic endogenous and over-expressed β-catenin in 832/13 INS-1 β-cells and Exd4 induces cyclin D1 mRNA levels via β-catenin signaling pathway.**
(TIF) Click here for additional data file.

Figure S5 **COUP-TFII expression in mouse ductal epithelium and in periductal mesenchyme at 18.5.**
(TIF) Click here for additional data file.

# Supplementary material for: COUP-TFII Controls Mouse Pancreatic β-Cell Mass through GLP-1-β-Catenin Signaling Pathways
**Source:** PLoS One. 2012 Jan 24;7(1):e30847. doi: 10.1371/journal.pone.0030847

**Supporting fig 2. Categorization of COUP-TFII modulated genes in 832/13 INS-1 cells by biological process, molecular function and cellular component.**

| Biological process                | Transcripts | % of transcripts |
|-----------------------------------|-------------|------------------|
| All                               | 587         | 100,00           |
| Metabolic process                 | 231         | 39,35            |
| Biological regulation             | 227         | 38,67            |
| Multicellular organismal process  | 128         | 21,81            |
| Cell communication                | 121         | 20,61            |
| Localization                      | 109         | 18,57            |
| Response to stimulus              | 103         | 17,55            |
| Developmental process             | 96          | 16,35            |
| Cellular compartment organization | 76          | 12,95            |
| Cell proliferation                | 38          | 6,47             |
| Death                             | 31          | 5,28             |
| Reproduction                      | 27          | 4,60             |
| Growth                            | 15          | 2,56             |
| Multi-organism process            | 13          | 2,21             |
| Unclassified                      | 221         | 37,65            |
| <i>Sum</i>                        | 1436        | 244,63           |

**Mapped transcripts (%) / Biological process**

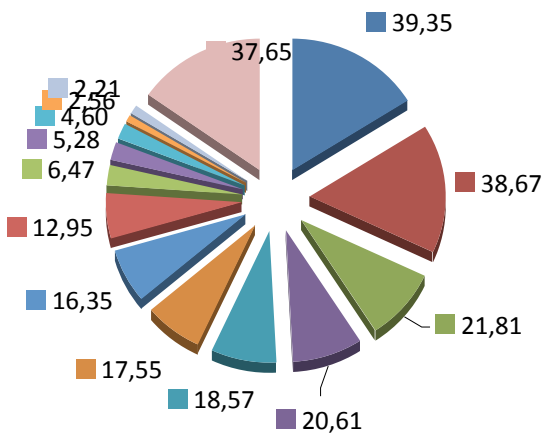

| Molecular Function               | Transcripts | % of transcripts |
|----------------------------------|-------------|------------------|
| All                              | 587         | 100,00           |
| Protein binding                  | 274         | 46,68            |
| Ion binding                      | 91          | 15,50            |
| Nucleic acid binding             | 70          | 11,93            |
| Nucleotide binding               | 56          | 9,54             |
| Hydrolase activity               | 55          | 9,37             |
| Molecular transducer activity    | 48          | 8,18             |
| Transferase activity             | 44          | 7,50             |
| Transporter activity             | 36          | 6,13             |
| Enzyme regulator activity        | 36          | 6,13             |
| Structural molecule activity     | 30          | 5,11             |
| Transcription regulator activity | 17          | 2,90             |
| Lipid binding                    | 12          | 2,04             |
| Carbohydrate binding             | 9           | 1,53             |
| Electron carrier activity        | 7           | 1,19             |
| Chromatin binding                | 5           | 0,85             |
| Molecular adaptor activity       | 4           | 0,68             |
| Translation regulator activity   | 3           | 0,51             |
| Antioxidant activity             | 1           | 0,17             |
| Oxygen binding                   | 1           | 0,17             |
| Unclassified                     | 168         | 28,62            |

### Mapped transcripts (%) / Molecular function

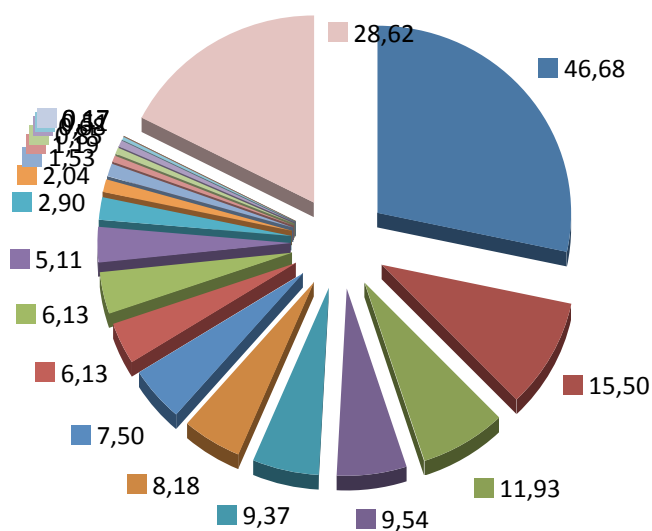

| Cellular component      | Transcripts | % of transcripts |
|-------------------------|-------------|------------------|
| All                     | 587         | 100,00           |
| Membrane                | 168         | 28,62            |
| Nucleus                 | 120         | 20,44            |
| Macromolecular complex  | 76          | 12,95            |
| Membrane-enclosed lumen | 52          | 8,86             |
| Cytosol                 | 45          | 7,67             |
| Cell projection         | 36          | 6,13             |
| Mitochondrion           | 36          | 6,13             |
| Golgi apparatus         | 34          | 5,79             |
| Endoplasmic reticulum   | 29          | 4,94             |
| Extracellular space     | 28          | 4,77             |
| Cytoskeleton            | 25          | 4,26             |
| Vesicle                 | 24          | 4,09             |
| Endomembrane system     | 23          | 3,92             |
| Endosome                | 14          | 2,39             |
| Vacuole                 | 13          | 2,21             |
| Extracellular matrix    | 11          | 1,87             |
| Envelope                | 11          | 1,87             |
| Chromossome             | 9           | 1,53             |
| Ribosome                | 6           | 1,02             |
| Microbody               | 2           | 0,34             |
| Lipid particle          | 1           | 0,17             |
| Unclassified            | 235         | 40,03            |

### Mapped transcripts (%) / Cellular component

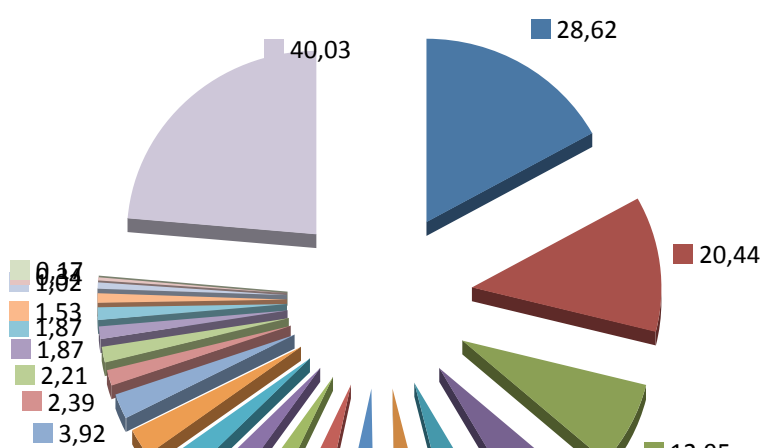

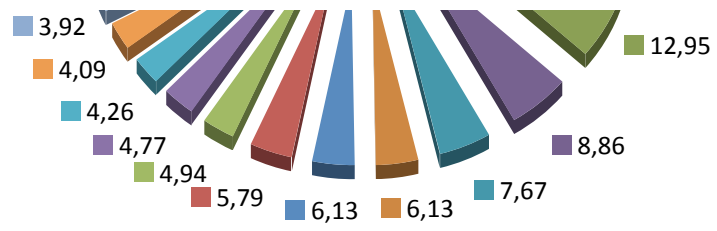

**Supplement:** Figure S2 — Categorization of COUP-TFII modulated genes in 832/13 INS-1 cells by biological process, molecular function and cellular component.

# Supplementary material for: COUP-TFII Controls Mouse Pancreatic β-Cell Mass through GLP-1-β-Catenin Signaling Pathways
**Source:** PLoS One. 2012 Jan 24;7(1):e30847. doi: 10.1371/journal.pone.0030847
**Supplement:** Figure S3 — Analysis of broad gene ontology terms (GO Slim) based on GSAT v2.

**Supporting fig 3. Analysis of broad gene ontology terms (GO Slim) based on GSAT v2. 

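The tables give, for each probe set of the Wnt, insulin, lipid and carbohydrate lists, a fold change of COUP-TFII depleted over control cells, written as a negative number for a fall, and the P of the methods' test. The ratio of mean linear signals lies within 2% of the printed fold change for 61 of the 62 distinct probe sets, and the fold change from mean log2 signals for 44. Many of the larger fold changes come from dim probe sets. Of the 24 probe sets whose mean log2 signals differed beyond 2-fold, 21 were dim in both groups, as were 25 of all 62. Btnl8 1380834_at, with 1.68 ± 1.17 (SD, n = 3) against 18.0 ± 7.25 (SD, n = 3), and Lep 1387748_at, with 7.30 ± 2.50 (SD, n = 3) against 1.30 ± 0.0949 (SD, n = 3), are examples. Brighter members include Mbd2 1388774_at, with 2109 ± 62.0 (SD, n = 3) against 2542 ± 183 (SD, n = 3), and Lpcat1 1371923_at, with 416 ± 19.4 (SD, n = 3) against 571 ± 92.5 (SD, n = 3). Their log2 fold changes were -0.27 and -0.44, and neither passed adjustment over all probe sets by limma. The probe set listed as Wwp1, 1397754_at, is annotated as Dkk3.

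**Figure D4:**
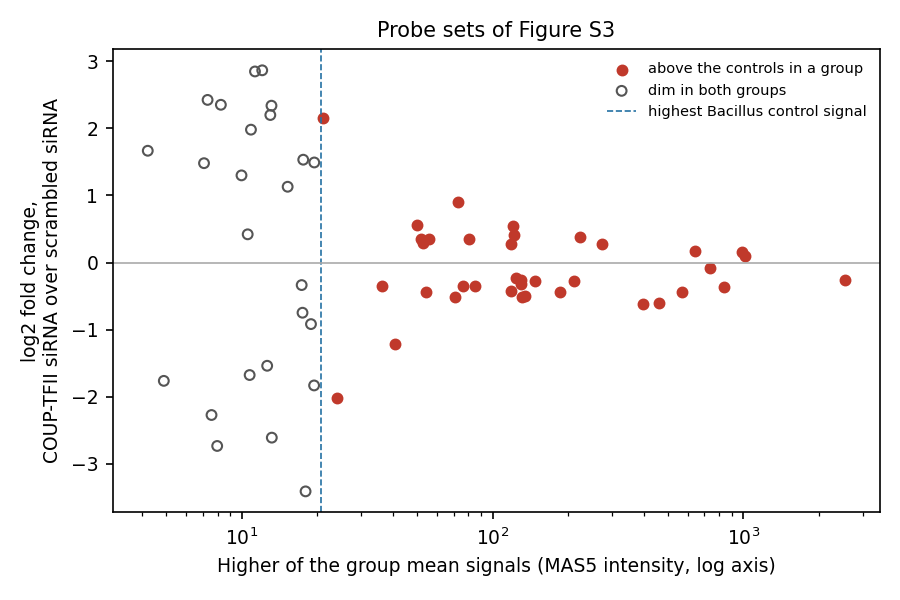
log2 fold change (COUP-TFII siRNA over scrambled siRNA) against the higher of both group means (MAS5 intensity, log axis) for the 62 probe sets of Figure S3. Open points are dim in both groups (25 probe sets), filled points are not, and the dashed line is the highest Bacillus control signal, 20.7.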

Genes associated to selected pathways and processes that are probably involved in the consequences of COUP-TFII modulation are listed below with their respective fold change and the statistical significance of their variations.**

**(a) Wnt\_pathway**

**KEEG**

Wnt signaling pathway

**GO**

regulation of Wnt receptor signaling pathway (0030111)

| Probe set ID | Symbol  | Name                                                                   | Fold change | Unpaired t-test |
|--------------|---------|------------------------------------------------------------------------|-------------|-----------------|
| 1388187_at   | Camk2a  | calcium/calmodulin-dependent protein kinase II alpha                   | -1,87       | 4,5E-03         |
| 1374392_at   | Csnk1a1 | casein kinase 1, alpha 1                                               | 1,07        | 8,2E-03         |
| 1378282_at   | Csnk2a2 | casein kinase 2, alpha prime polypeptide                               | -1,52       | 1,1E-02         |
| 1382160_at   | Csnk2a2 | casein kinase 2, alpha prime polypeptide                               | -1,41       | 1,4E-02         |
| 1388774_at   | Mbd2    | methyl-CpG binding domain protein 2                                    | -1,21       | 1,6E-02         |
| 1383075_at   | Ccnd1   | cyclin D1                                                              | -2,36       | 2,1E-02         |
| 1375961_at   | Frzb    | frizzled-related protein                                               | -1,70       | 2,8E-02         |
| 1379237_at   | Tax1bp3 | Tax1 (human T-cell leukemia virus type I) binding protein 3            | -3,97       | 3,2E-02         |
| 1374175_at   | Porcn   | porcupine homolog (Drosophila)                                         | 1,47        | 3,3E-02         |
| 1388965_at   | Ppp2r5e | protein phosphatase 2, regulatory subunit B', epsilon isoform          | -1,21       | 3,3E-02         |
| 1388392_at   | Tax1bp3 | Tax1 (human T-cell leukemia virus type I) binding protein 3            | 1,13        | 3,4E-02         |
| 1376616_at   | Csnk2a1 | casein kinase 2, alpha 1 polypeptide                                   | -1,05       | 3,8E-02         |
| 1380023_at   | SEN2    | SUMO1/sentrin/SMT3 specific peptidase 2; similar to SUMO/sentrin speci | -1,34       | 3,9E-02         |
| 1379942_at   | Sox2    | SRY (sex determining region Y)-box 2                                   | 3,50        | 4,4E-02         |
| 1397754_at   | Wwp1    | WW domain containing E3 ubiquitin protein ligase 1                     | -3,27       | 4,5E-02         |
| 1395502_at   | Ppp2r5d | protein phosphatase 2, regulatory subunit B', delta isoform            | 1,46        | 4,7E-02         |
| 1374654_at   | Btrc    | beta-transducin repeat containing                                      | -1,20       | 5,0E-02         |
| 1394444_at   | Fbxw11  | F-box and WD repeat domain containing 11                               | -3,29       | 5,0E-02         |

## **(b) Insulin\_pathway**

**KEEG**

Insulin signaling pathway

**Ingenuity**

Insulin receptor signaling

| <b>Probe set ID</b> | <b>Symbol</b> | <b>Name</b>                                                   | <b>Fold change</b> | <b>Unpaired t-test</b> |
|---------------------|---------------|---------------------------------------------------------------|--------------------|------------------------|
| 1370893_at          | Acaca         | acetyl-coenzyme A carboxylase alpha                           | -1,29              | 6,7E-03                |
| 1383277_at          | Ppp1r7        | protein phosphatase 1, regulatory (inhibitor) subunit 7       | 1,27               | 1,3E-02                |
| 1375213_at          | Pck2          | phosphoenolpyruvate carboxykinase 2 (mitochondrial)           | -1,36              | 1,7E-02                |
| 1388965_at          | Ppp2r5e       | protein phosphatase 2, regulatory subunit B', epsilon isoform | -1,21              | 3,3E-02                |
| 1368370_at          | Adcy4         | adenylate cyclase 4                                           | 2,75               | 3,5E-02                |
| 1369912_at          | Crk           | v-crkr sarcoma virus CT10 oncogene homolog (avian)            | 1,83               | 3,6E-02                |
| 1394384_at          | Drd4          | dopamine receptor D4                                          | -3,05              | 3,8E-02                |
| 1369271_at          | Prkab2        | protein kinase, AMP-activated, beta 2 non-catalytic subunit   | 2,82               | 4,0E-02                |
| 1369577_at          | Socs2         | suppressor of cytokine signaling 2                            | 1,22               | 4,0E-02                |
| 1368826_at          | Comt          | catechol-O-methyltransferase                                  | 1,31               | 4,1E-02                |
| 1393402_at          | Crkl          | v-crkr sarcoma virus CT10 oncogene homolog (avian)-like       | -1,21              | 4,6E-02                |
| 1395502_at          | Ppp2r5d       | protein phosphatase 2, regulatory subunit B', delta           | 1,46               | 4,7E-02                |
| 1385959_at          | Sos1          | Son of sevenless homolog 1                                    | -1,28              | 4,7E-02                |
| 1368605_at          | Sh2b2         | SH2B adaptor protein 2                                        | -1,17              | 4,9E-02                |

### **(c) Lipid**

**GO** cellular lipid metabolic process (0044255)  
**FABP9** Lipid binding (GO: 0008289)

| Probe set ID | Symbol   | Name                                                                     | Fold change | Unpaired t-test |
|--------------|----------|--------------------------------------------------------------------------|-------------|-----------------|
| 1387748_at   | Lep      | Leptin                                                                   | 5,62        | 1,8E-03         |
| 1374440_at   | Hsd17b11 | Hydroxysteroid (17-beta) dehydrogenase 11                                | -1,42       | 2,8E-03         |
| 1384136_at   | Osbpl3   | Oxysterol binding protein-like 3                                         | 1,20        | 5,5E-03         |
| 1388210_at   | Acot2    | Acyl-CoA thioesterase 2                                                  | -1,26       | 6,5E-03         |
| 1372919_at   | Agpat6   | 1-acylglycerol-3-phosphate O-acyltransferase 6 (lysophosphatidic acid ac | 1,12        | 7,0E-03         |
| 1375600_at   | Pigo     | Phosphatidylinositol glycan anchor biosynthesis, class O                 | -1,34       | 7,8E-03         |
| 1380834_at   | Btnl8    | Butyrophilin-like 8                                                      | -10,78      | 7,9E-03         |
| 1368630_at   | Fabp9    | fatty acid binding protein 9, testis                                     | -9,60       | 1,1E-02         |
| 1387156_at   | Hsd17b2  | Hydroxysteroid (17-beta) dehydrogenase 2                                 | 2,39        | 1,4E-02         |
| 1384664_at   | Sftpb    | Surfactant associated protein B                                          | 2,26        | 1,7E-02         |
| 1387423_at   | Lhcgr    | Luteinizing hormone/choriogonadotropin receptor                          | 2,69        | 2,2E-02         |
| 1384667_x_at | Galr2    | Galanin receptor 2                                                       | -1,27       | 2,4E-02         |
| 1371137_at   | Acox2    | Acyl-Coenzyme A oxidase 2, branched chain                                | 3,79        | 2,6E-02         |
| 1367702_at   | Acadm    | Acyl-Coenzyme A dehydrogenase, medium chain                              | -1,54       | 2,7E-02         |
| 1379111_at   | Yy1      | YY1 transcription factor                                                 | 10,94       | 2,8E-02         |
| 1371923_at   | Lpcat1   | Lysophosphatidylcholine acyltransferase 1                                | -1,37       | 3,3E-02         |
| 1398147_at   | Dpagt1   | Dolichyl-phosphate (UDP-N-acetylglucosamine) acetylglucosaminephosp      | -3,35       | 3,9E-02         |
| 1369271_at   | Prkab2   | Protein kinase, AMP-activated, beta 2 non-catalytic subunit              | 2,82        | 4,0E-02         |
| 1374308_at   | Sec14l2  | SEC14-like 2 (S. cerevisiae)                                             | 1,28        | 4,0E-02         |
| 1368826_at   | Comt     | Catechol-O-methyltransferase                                             | 1,31        | 4,1E-02         |
| 1369655_at   | Pik3c3   | Phosphoinositide-3-kinase, class 3                                       | -1,40       | 4,1E-02         |

|            |         |                                                                            |       |         |
|------------|---------|----------------------------------------------------------------------------|-------|---------|
| 1369701_at | Lipc    | Lipase, hepatic                                                            | -5,98 | 4,3E-02 |
| 1367679_at | Cd74    | CD74 antigen (invariant polypeptide of major histocompatibility complex, c | 1,33  | 4,3E-02 |
| 1372663_at | Ptdss2  | Phosphatidylserine synthase 2                                              | 1,21  | 4,7E-02 |
| 1387037_at | Cubn    | Cubilin (intrinsic factor-cobalamin receptor)                              | -6,91 | 4,8E-02 |
| 1370561_at | A3galt2 | Alpha 1,3-galactosyltransferase 2 (isoglobotriaosylceramide synthase)      | 1,33  | 4,8E-02 |

#### **(d) Carbohydrate**

**GO** cellular carbohydrate metabolic process (0044262)

**GO** negative regulation of gluconeogenesis (0045721)

| <b>Probe set ID</b> | <b>Symbol</b> | <b>Name</b>                                                         | <b>Fold change</b> | <b>Unpaired t-test</b> |
|---------------------|---------------|---------------------------------------------------------------------|--------------------|------------------------|
| 1387748_at          | Lep           | Leptin                                                              | 5,62               | 1,8E-03                |
| 1368836_a_at        | Acan          | Aggrecan                                                            | 5,18               | 1,9E-03                |
| 1386917_at          | Pcx           | Pyruvate carboxylase                                                | -1,25              | 1,6E-02                |
| 1375213_at          | Pck2          | Phosphoenolpyruvate carboxykinase 2 (mitochondrial)                 | -1,36              | 1,7E-02                |
| 1377264_at          | Il17f         | Interleukin 17F                                                     | 8,25               | 2,2E-02                |
| 1393828_at          | Chid1         | Chitinase domain containing 1                                       | 4,53               | 2,2E-02                |
| 1387691_at          | Tnf           | Tumor necrosis factor (TNF superfamily, member 2)                   | 3,99               | 2,7E-02                |
| 1394334_at          | Chst8         | Carbohydrate (N-acetylgalactosamine 4-0) sulfotransferase 8         | -1,28              | 3,1E-02                |
| 1398147_at          | Dpagt1        | Dolichyl-phosphate (UDP-N-acetylglucosamine) acetylglucosaminephosp | -3,35              | 3,9E-02                |
| 1369701_at          | Lipc          | Lipase, hepatic                                                     | -5,98              | 4,3E-02                |
| 1369191_at          | Il6           | interleukin 6                                                       | 6,50               | 4,3E-02                |
| 1387920_at          | Man2c1        | Mannosidase, alpha, class 2C, member 1                              | 1,28               | 4,8E-02                |

How the deposited data were processed for this re-analysis (not part of the article)

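RNA of the INS-1 clone was measured 48 h after electroporation with COUP-TFII siRNA or scrambled siRNA, on 3 arrays each. The authors processed the scans with MAS5, whose version is not given, and deposited 1 linear intensity per probe set and array, background-subtracted and normalized with reference probes that the paper's text does not name. The deposited table holds 31099 probe sets, of which 57 control probe sets were left out of the tests. It gives no detection calls, so the highest signal of the 27 Bacillus control probe sets, 20.7, was taken as a scale for background. By that scale 37.5% of the probe sets were dim in both groups, and from 36.2% to 43.7% of probe sets lay at or below it on each array.

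Signals under 1, from 1.85% to 5.49% of the values of an array, were set to 1 and log2 was taken. No further normalization was applied. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), two-sided and unpaired, since the methods name no pairing, with Benjamini-Hochberg adjustment over 31042 probe sets. Figure S3 of the paper heads its P values as those of an unpaired t-test. Gene symbols came from the platform annotation, which lists 1 symbol for 20826 probe sets, several for 436 and none for 9780, and a RefSeq gene table of the assembly GRCr8 served for names only. Probe sets with several symbols were not named. For 29 gene lists the brightest probe set of each gene was tested with camera at a preset correlation of 0.01 and with the intensity trend, which was chosen before the list results were seen, with adjustment over the lists. Of the listed symbols 164 had no named probe set. With an estimated correlation camera called no list (adjusted p = 0.904 for both lists it had called), and neither did fry for shifts in 1 direction. In its test for changes in either direction fry called the inflammatory cytokines (adjusted p = 0.00157), a list of 31 genes of which 27 lie below the median signal, with a median log2 fold change of -0.029 (0.0018 after quantile normalization, and -0.20 to 0.035 with 1 array left out) and a mean of 0.15. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

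The labels give both groups the replicate numbers 1, 2 and 3. Whether the numbers pair the samples was decided from the data, by the correlation of deviations from the group means over all probe sets. It was 0.111, 0.231 and 0.163 for arrays with the same number and from -0.146 to -0.0104 for arrays with different numbers. The numbers were therefore taken to pair the arrays, and the fit with the replicate number as a block is printed where it changes a call or moves a count by more than 1.5 times.

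The gene lists, the tests and the alternatives were set before the data were examined, except those stated as chosen after the result was seen. The genes named in the text follow a rule also set before the data were examined. It names every gene the paper measured or names, every probe set of Figure S3, and 10 probe sets per direction with the largest change at an adjusted p under 0.05, with 1 symbol, a mean log2 signal at or above the median of 5.07 and groups that do not overlap, filled up by lowest unadjusted p. It also names up to 4 members of each list by lowest p at or above that signal. The paper's values in Figure S3 had been seen by then. The text prints a part of the genes so named, and the probe sets called with the block or by the methods' t-test are named whether or not the rule names them.

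The fits were tested on simulated data with 31042 probe sets, of which 200 were changed. Without variation shared by same-numbered arrays limma recovered 13% of 2-fold and 54% of 4-fold changes, with 1 false call among 68. There the block fit recovered 0% and 0%, and the methods' t-test 2% and 12%. With shared variation limma recovered 4% and 60%, and the block fit 24% and 67%. Recovery by signal level is not given, so these shares need not hold for dim probe sets. A list shifted by 0.3 on the log2 scale was recovered in 20 of 20 draws, with 0 false calls in 560 tests of other lists. The medians of the lists called here were smaller, at 0.18 and 0.081. On the arrays the 3 other splits that part all 3 pairs called 3, 0 and 1 lists. The simulated share of false calls need therefore not hold there. The correlation between genes that camera estimated on the arrays ran from -0.017 for heat shock genes to 0.57 for cholesterol synthesis. It was 0.53 for ribosomal proteins and 0.44 for oxidative phosphorylation. Recovery of a shifted list at such correlations is not given, so 20 of 20 need not hold for lists whose genes vary together. The alternatives were the methods' t-test, limma without the trend, quantile normalization, median centring, log2(signal + 16), filters on dim probe sets, the replicate block, each array left out, and for the lists an estimated correlation, fry and the median over a gene's probe sets. The ontology clusters of Figure S2 were not analysed here.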

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

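The tests of RNA degradation and of oxidative phosphorylation genes against matched random lists were chosen only after the result was seen, as were the settings that combine the replicate block with another choice and the setting without both replicate 2 arrays.

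Pdcd4, Jade1 and Scg2 passed the adjusted threshold with the replicate block and are not among the genes the paper discusses. Their log2 fold changes were -1.27 for Pdcd4 1383328_x_at, -1.07 for Pdcd4 1383327_at, -0.85 for Jade1 1374636_at and -0.96 for Scg2 1368044_at, each lower in 3 of 3 same-numbered pairs. With 1 array left out they ran from -1.53 to -1.04, -1.26 to -0.89, -1.02 to -0.69 and -1.35 to -0.57 in that order, and that of Scg2 was smallest without COUP-TFII siRNA replicate 1. None of them passed without the block. With the block and log2(signal + 16), Pdcd4 1383328_x_at passed, while Pdcd4 1383327_at, Jade1 and Scg2 did not. Pdcd4 1383327_at also did not pass with the block and quantile normalization. Over the alternatives the adjusted p ran from 0.000934 to 1 for Pdcd4 1383328_x_at and from 0.00723 to 1 for Pdcd4 1383327_at. It ran from 0.00398 to 1 for Jade1 and from 0.00185 to 1 for Scg2. Of the splits of the arrays 4 part all 3 pairs, too few for a share under 0.05: with the block 5 probe sets were called in the real split and at most 0 in the others, so that 1 of 4 splits gave as many.

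The 41 ribosomal protein genes had a median log2 fold change of 0.18, and the 61 genes of oxidative phosphorylation 0.081. Both lists were called higher in COUP-TFII depleted cells by camera, at an adjusted p of 9.1e-09 and 0.00136. By mean 40 of 41 and 55 of 61 genes were higher. Neither is among the themes the paper's text names, although its Figure S2 counts transcripts under ribosome and under mitochondrion. Neither call held when camera estimated the correlation between genes, at 0.53 and 0.44 in place of the preset 0.01 (adjusted p = 0.904 for both, and 0.772 with the replicate block), or by fry (adjusted p = 0.963 for both). Over the alternatives the adjusted p ran from 8.5e-21 to 0.963 for ribosomal proteins and from 7.0e-06 to 0.963 for oxidative phosphorylation.

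A difference between arrays that follows signal level was weighed for both lists. The ribosomal protein median lay above the 95th percentile, 0.15, of 10000 random lists matched on signal, which argues against it as the whole cause, although the median of the matched lists was itself 0.12. Quantile normalization, which removes such a difference, ended the call: the median went from 0.18 (SD over genes 0.12) to 0.021 (SD over genes 0.15), with an adjusted p of 0.713, since the median fell and the spread did not. Much of the shift may therefore follow signal level. The oxidative phosphorylation median lay at percentile 56.2 of its matched lists, so a shift of bright genes in general may account for it. Quantile normalization ended this call as well, with a median of 0.0099 and an adjusted p of 0.688 from camera. After median centring the median was 0.077 and the list was not called (adjusted p = 0.114 from camera).

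A single array was weighed as well, and the shift lay mostly between the replicate 2 arrays. The median log2 difference within same-numbered pairs 1, 2 and 3 was 0.030, 0.39 and 0.056 for ribosomal proteins and 0.060, 0.21 and -0.0038 for oxidative phosphorylation. In pairs 1, 2 and 3 the ribosomal protein genes that were higher numbered 27, 37 and 36 of 41. Without scrambled siRNA replicate 2 the ribosomal protein median was 0.084 (adjusted p = 0.0596), the lowest of the values with each array left out. Without COUP-TFII siRNA replicate 2 it was 0.15 and still called by camera (adjusted p = 6.4e-06). Without both replicate 2 arrays the medians were 0.060 (adjusted p = 0.304) for ribosomal proteins and 0.026 (adjusted p = 0.497) for oxidative phosphorylation, and no list was called. The replicate 2 arrays may therefore carry much of the shift. Both also read lower than the others for the spike-in control BioC, and whether that bears on the shift was not tested. The oxidative phosphorylation median was -0.0060 without COUP-TFII siRNA replicate 2 (adjusted p = 0.951) and 0.044 without scrambled siRNA replicate 1 (adjusted p = 0.225). It was 0.13 without COUP-TFII siRNA replicate 3 and 0.13 without scrambled siRNA replicate 2, and called in both. More degraded RNA after COUP-TFII siRNA cannot be told apart from the others, since the ratios of the 2 control transcripts moved neither way in every pair: the mean log2 ratio of 3' over 5' signals differed by -0.0019 for β-actin and by 0.040 for GAPDH, higher in 1 and 2 of 3 pairs. An effect of COUP-TFII depletion on these genes stays open and untested.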

How the results depend on the processing

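The settings that combine the replicate block with another choice, the replicate 2 covariate, the methods' t-test with values under 1 kept and the setting without both replicate 2 arrays were chosen only after the result was seen. The cause of the differences below was not tested except where the number of probe sets or arrays changed. Leaving out 1 array leaves 2 in its group.

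The number of called probe sets, 0 by limma, was 1 by the methods' t-test and 5 with the replicate block. It was 16, 4, 2 and 6 with the block and the filter at the median signal, quantile normalization, log2(signal + 16) or median centring. Of the 5 block calls 5 were also called with that filter and 4 after quantile normalization. Under the other settings it was 0.

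Higher probe sets at an unadjusted p up to 0.05 numbered 472, 460 and 516 by the methods' t-test, with values under 1 kept and by limma without the trend. They numbered 50 and 15 under the filters at the median and upper quartile of signal, where fewer probe sets are tested, 844 with the block, 559, 944, 913 and 785 with the block and the choices above, 464 with the covariate, and 256 to 428 without 1 array. Lower probe sets numbered 130 and 67 under the filters, 1089 with the block, 738, 1037, 1125 and 1095 with the block and those choices, 673 with the covariate, and 311 to 647 without 1 array.

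The Nr2f2 log2 fold change was -2.65 with the block, past the adjusted threshold, and -2.65, -2.63, -2.16 and -2.66 with the block and the choices above, also past it. It was negative in all 20 alternatives, as was Ccnd1 in all 19. The 62 probe sets of Figure S3 held 30 at an unadjusted p up to 0.05 by limma, 61 and 62 by the methods' t-test without and with values under 1 kept, 12, 5 and 15 under the filters without and, at the median, with the block, 15 without both replicate 2 arrays, and 16 to 19 without 1 array.

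Called gene lists numbered 2 by camera and 1 after median centring. They numbered 3 with the replicate block, alone or with the filter at the median signal, log2(signal + 16) or median centring. They numbered 0 after quantile normalization and with an estimated correlation, each with or without the block. They also numbered 0 without both replicate 2 arrays and by fry. Without 1 array they numbered 1 to 4, and the cell type lists among them 0 to 1. The methods' t-test gives no list value. Where fewer than 3 genes of a list are left under the filters, the list drops out, and 26 and 25 of 29 lists remained. Ribosomal proteins lost their call in 7 of 23 alternatives and oxidative phosphorylation in 8, with 1 reversal.

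Of 1330 values for 66 named probe sets under alternatives, 1280 kept direction and side of the threshold, 23 passed it in addition and 27 reversed. A list counts as reversed by the direction of its test. In the unpaired comparison that direction differs in sign from the median for some lists, among them glycolysis, acinar markers and inflammatory cytokines. With 1 array left out the ranges of reversed values were, with the arrays whose loss reversed them, Ctnnb1 1369733_at -0.082 to 0.10 (COUP-TFII 2, COUP-TFII 3, scrambled 2); Ctnnb1 1375284_at -1.42 to 0.58 (scrambled 3); Myc 1368308_at -0.33 to 0.033 (COUP-TFII 1); Glul 1367632_at -0.15 to 0.044 (COUP-TFII 1); Ccnd2 1370810_at -0.35 to 0.018 (scrambled 3); Tcf7l2 1377156_at -0.26 to 0.30 (COUP-TFII 1, scrambled 2); Igf1r 1392492_at -0.28 to 0.36 (COUP-TFII 1, scrambled 2, scrambled 3); Glp1r 1369699_at -0.22 to 0.022 (scrambled 3); Gipr 1368481_at -0.64 to 0.17 (COUP-TFII 2); Ins1 1387815_at -0.011 to 0.36 (scrambled 2); Ins2 1370077_at -0.13 to 0.48 (COUP-TFII 3, scrambled 2); Igf1 1388469_at -0.10 to 2.03 (COUP-TFII 1); Gcg 1369888_at -0.55 to 1.61 (COUP-TFII 1, scrambled 3); Sytl4 1369457_a_at -0.032 to 0.78 (COUP-TFII 3); Oxidative phosphorylation -0.0060 to 0.13 (COUP-TFII 2); ER stress and amino acid response -0.11 to 0.21 (COUP-TFII 1, COUP-TFII 2, scrambled 3); Cholesterol synthesis -0.12 to 0.23 (COUP-TFII 2, scrambled 1, scrambled 3); Fatty acid oxidation -0.085 to 0.12 (COUP-TFII 2, scrambled 1, scrambled 3); Glycolysis -0.10 to 0.099 (COUP-TFII 1, COUP-TFII 3, scrambled 2); Gluconeogenesis and anaplerosis -0.13 to 0.038 (COUP-TFII 3); Acinar cell markers -0.33 to 0.22 (COUP-TFII 1, COUP-TFII 3); Immune cell markers -0.18 to 0.067 (scrambled 3); Fibroblast and endothelial markers -0.38 to 0.0033 (COUP-TFII 2, scrambled 1); TCA cycle -0.031 to 0.097 (COUP-TFII 2); Apoptosis -0.038 to 0.055 (COUP-TFII 2, scrambled 3); p53 targets -0.010 to 0.17 (COUP-TFII 1). Under other settings the reversed values were Ctnnb1 1369733_at 0.013, Insulin granule and secretion genes -0.0016 (quantile normalization); Ctnnb1 1369733_at 0.013 (replicate block, quantile normalization); Ctnnb1 1369733_at 0.16, Tcf7l2 1377156_at -0.15, Ins1 1387815_at -0.0027, Igf1 1388469_at -0.063, Glycolysis 0.044 (without both replicate 2 arrays); Glycolysis 0.023, Apoptosis 0.015 (filter at the median); Glycolysis 0.049, Apoptosis 0.014, p53 targets -0.030 (filter at the upper quartile); Glycolysis 0.0076, Acinar cell markers -0.035 (replicate block); Glycolysis 0.023, Apoptosis 0.015 (replicate block, filter at the median); Glycolysis 0.0013, Acinar cell markers -0.027 (replicate block, log2(signal + 16)); Glycolysis 0.0033 (replicate block, median centring); Glycolysis 0.0076 (replicate 2 against the others as a covariate); Glycolysis -0.0064, Acinar cell markers -0.035, Apoptosis -0.030 (median over a gene's probe sets); Glycolysis 0.0076, Acinar cell markers -0.035 (replicate block, camera with an estimated correlation); Apoptosis 0.014 (fry). By itself the replicate block changed no call beyond those given here and with the genes and lists concerned. With the block and the filter at the median signal, further probe sets passed by limma, each lower in COUP-TFII depleted cells. Among them were Pdcd4 1383326_a_at (adjusted p = 0.0157), Pdcd4 1387521_at (0.0243), Nr2f2 1370063_at (0.0253) and Arfrp1 1370223_at (0.0142). The other named ones were Ppm1b (0.0243), Acadm (0.0497), Guca2b (0.0253) and Nrsn1 (0.0340).

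Signal over background limits the smaller changes: 37.5% of probe sets were dim in both groups, and the filter at the median signal removes them by its construction.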

Differences from the paper's values

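The paper gives 464 genes higher in COUP-TFII knockdown cells at an unadjusted P up to 0.05, and limma gave 302 probe sets at that threshold. Of the alternatives set before the data were examined, the methods' t-test (472), limma without the intensity trend (516), quantile normalization (368), median centring (310), log2(signal + 16) (354), and leaving out COUP-TFII siRNA replicate 2 (323) or scrambled siRNA replicate 1 (329), 2 (354) or 3 (428) gave counts within 1.5 times the paper's. The filters on dim probe sets (50 and 15), the replicate block (844), and leaving out COUP-TFII siRNA replicate 1 (256) or 3 (285) did not. Replicate 2 against the others as a covariate, chosen after seeing the values, gave 464 and called 32 of the 62 probe sets of Figure S3 at that threshold, so that it drops the rest of them. The methods' t-test with values under 1 kept, also chosen after seeing the values, gave 460 and called 62 of the 62.

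All 62 probe sets of Figure S3 carry a P up to 0.05 in the paper. At that threshold limma called 30 of them, the methods' t-test 61 and limma with the replicate block 35.

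For Fabp9 1368630_at the paper's fold change is -9.6, and the fold change from mean log2 signals was -6.65. The ratio of mean linear signals, an alternative set before the data were examined, gave -9.57. Of the 62 fold changes of Figure S3 it is the 1 that differed from the paper's by more than the SD between replicates. Gaps of similar size lay within that SD for Yy1 1379111_at, at 7.20 from mean log2 signals and 11.2 from linear signals, and for Cubn 1387037_at, at -4.83 and -6.81, and in both the paper's fold change lies nearer to the value from linear signals. All 3 probe sets are dim in both groups and have signals under 1 that were set to 1, so their fold changes are not measured above background and those from log2 signals depend on that floor.

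The paper gives a 36% decrease of β-catenin mRNA by RT-qPCR on other electroporations. On the arrays the brightest Ctnnb1 probe set had a percent decrease of -19.3, that is a higher mean in COUP-TFII depleted cells, at an adjusted p of 1 from limma. No alternative set before the data were examined gave a decrease for this probe set, with values from -31.6 to -1.31. The value of -1.31 came without scrambled siRNA replicate 2, which read 2830 against 4474 and 4772 on the other control arrays. Most of the higher mean therefore rests on that array, and the signal was higher in 2 of 3 same-numbered pairs. Of the other Ctnnb1 probe sets, 1373470_at had a log2 fold change of 0.16 and 1369733_at -0.0059 (0.013 after quantile normalization), while the dim 1375284_at had -0.59, and none passed the test. With 1 array left out these ran from 0.048 to 0.24, -0.082 to 0.10 and -1.42 to 0.58 in that order. For Nr2f2, whose decrease the paper gives as 80%, the brightest probe set gave 84.1%. For Ccnd1, whose decrease the paper gives as 55%, the probe set of Figure S3, 1383075_at, was set before the data were examined and gave 56.9%, or 40.6% with log2(signal + 16). The brightest Ccnd1 probe set, 1371643_at, had a fold change of -2.98 from mean log2 signals and -2.26 from linear signals, and 1371150_at -3.60 and -2.01. The means of all 3 Ccnd1 probe sets in COUP-TFII depleted cells lie near or below the highest Bacillus control signal, so background limits what these sizes mean. On the log2 scale 1371643_at was at -0.86 without COUP-TFII siRNA replicate 3, and 1371150_at at -0.53 without COUP-TFII siRNA replicate 1 and -2.86 without COUP-TFII siRNA replicate 2.

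The paper states that axin 2 mRNA fell in RT-qPCR on other electroporations. The log2 fold change of Axin2 on the arrays was 0.26, which did not pass the test. The paper states falls of c-myc and glutamine synthase as well, and the arrays gave -0.14 for Myc and -0.067 for Glul, neither past the test. The value ran from -0.33 to 0.033 for Myc and -0.15 to 0.044 for Glul with 1 array left out.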

Other observations

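The test of variation shared by same-numbered arrays was chosen only after the result was seen, as was the setting without both replicate 2 arrays.

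For other genes that the paper measures, as RNA or protein, or names, the brightest probe sets on the arrays gave log2 fold changes of -0.15 (-0.35 to 0.018) for Ccnd2, 0.15 (0.030 to 0.26) for Cdk4, 0.050 (-0.26 to 0.30) for Tcf7l2, 0.068 (-0.28 to 0.36) for Igf1r, -0.11 (-0.22 to 0.022) for Glp1r, -0.20 (-0.64 to 0.17) for Gipr, -0.16 (-0.25 to -0.096) for Pdx1, 0.20 (-0.011 to 0.36) for Ins1, 0.21 (-0.13 to 0.48) for Ins2 and -0.34 (-0.48 to -0.20) for Hnf4a, with the range over the 6 arrays left out in turn in parentheses. No brightest probe set of these genes passed an adjusted p of 0.05 by limma with or without the replicate block. Leaving out 1 array breaks a same-numbered pair. In the pairs Ccnd2, Glp1r and Hnf4a were lower in 3 of 3, Cdk4 and Ins2 were higher in 3 of 3, and the others differed in sign. Of all probe sets 27.4% differed the same way in all 3 pairs. All probe sets of Igf1 and Nrp2 were dim in both groups, with log2 fold changes of 0.77 (-0.10 to 2.03) and 1.03 (0.70 to 1.37) for the brightest.

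Of the 5 lists of cell type markers none was called by camera. The markers of alpha, delta and PP cells had a median log2 fold change of 0.44 (adjusted p = 0.439), and 0.57 without scrambled siRNA replicate 1, where the list was called (adjusted p = 0.00936, and 0.00936 to 0.963 over the alternatives). The median was 0.23 without scrambled siRNA replicate 2, 0.26 without scrambled siRNA replicate 3 and 0.15 with log2(signal + 16). Of its 14 measured genes 12 lay below the median signal. Gcg, for glucagon, read 4554 ± 3625 (SD, n = 3) against 3368 ± 2959.6 (SD, n = 3), and its log2 fold change was 0.63, with higher signals in 3 of 3 same-numbered pairs. It passed with the replicate block when adjusted over the list alone (adjusted p = 0.0148 from limma) and not without the block, and its log2 fold change was negative without COUP-TFII siRNA replicate 1 (-0.042) or scrambled siRNA replicate 3 (-0.55). Duct cell markers had a median of -0.22 (adjusted p = 0.129, and 0.0290 to 0.963 over the alternatives), and were called lower without COUP-TFII siRNA replicate 1 (-0.23, adjusted p = 0.0290) and without scrambled siRNA replicate 2 (-0.48, adjusted p = 0.0425). Their median was -0.13 without scrambled siRNA replicate 1, -0.13 with log2(signal + 16) and -0.092 under the filter at the median signal. Acinar markers had a median of -0.035 and a mean of 0.017 (adjusted p = 0.868), immune markers a median of -0.024 (adjusted p = 0.678), and fibroblast and endothelial markers a median of -0.24 (adjusted p = 0.735). These 3 medians ran from -0.33 to 0.22, -0.18 to 0.067 and -0.38 to 0.0033 in that order with 1 array left out, and that of fibroblast and endothelial markers was 0.053 under the filter at the median signal.

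The ER stress and amino acid response list had a median of 0.055 (adjusted p = 0.644, and 1.4e-05 to 0.963 over the alternatives). It was called higher with the replicate block (adjusted p = 0.0272, and 0.772 with an estimated correlation), without COUP-TFII siRNA replicate 3 (0.21, adjusted p = 1.4e-05) and without scrambled siRNA replicate 2 (0.15, adjusted p = 0.0425). With each array left out its median ran from -0.11 to 0.21, with the test pointing lower without COUP-TFII siRNA replicate 1 or 2 or scrambled siRNA replicate 3. The TCA cycle list (median 0.057, adjusted p = 0.454) was called higher without COUP-TFII siRNA replicate 3 (0.096, adjusted p = 0.0240, and 0.0240 to 0.963 over the alternatives). Its median ran from -0.031 to 0.097 with 1 array left out.

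In the insulin granule and secretion list (median 0.052, adjusted p = 0.735, with a median of -0.0016 after quantile normalization, -0.017 without COUP-TFII siRNA replicate 3 and 0.015 without scrambled siRNA replicate 2), adjusted over the list alone, the block fit called Scg2, Ptprn2 (-0.40) and Vamp2 (-0.51, and -0.74 to -0.30 with 1 array left out) lower, and Snap25 (0.32, and 0.11 to 0.52) and Sytl4 (0.35, and -0.032 to 0.78), named after their values were seen, higher. Limma without the block called 0 of them. Casp6 (-1.13) had the lowest p of the apoptosis list (median 0.014, adjusted p = 0.871; mean -0.0019), and Sesn2 (-0.48) that of the p53 target list (median 0.035, adjusted p = 0.865). The medians ran from -0.038 to 0.055 for apoptosis and -0.010 to 0.17 for p53 targets with 1 array left out. Adjusted over the list alone Sesn2 passed with the block (adjusted p = 0.0439 from limma), and neither passed without it.

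The unpaired comparison held 717 probe sets at an unadjusted p up to 0.05, fewer than the 1552 that chance gives. A fit that is too strict is argued against only for signals like the simulated ones, since simulated unchanged arrays without shared variation gave 5.51%. Whether it is too strict for the measured signals cannot be told from simulated ones. With the replicate block 6.23% reached that p. This alone does not tell whether same-numbered arrays share variation. With the block, simulated unchanged arrays gave 5.81% with such variation and 5.37% without it. Unpaired they gave 1.46% with it, against the 5.51% without it. Variation shared by same-numbered arrays may therefore lower the unpaired count.

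Changes beyond 2-fold at P up to 0.05 by the methods' t-test were found for 455 probe sets, of which 397 were dim in both groups. In the other splits of the arrays the number of dim ones had a median of 493. The 3 other splits that part all 3 pairs, as the real one does, gave 381 to 425, and the 6 that keep 2 pairs together 492 to 614, so noise between arrays near background may produce as many.

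The 10 splits of the arrays into 3 and 3 are too few for a share under 0.05. For called probe sets they decide nothing, since the real split called 0 and the highest other 0, so that 10 of 10 must give as many. At an unadjusted p up to 0.05 the real split gave 302 higher and 415 lower, the highest other count was 1388 for the smaller and 2682 for the larger direction, and 7 of 10 splits gave as many in each. The real split called 2 gene lists and the highest other 10, with 8 of 10 giving as many. Among the 3 other splits that part all 3 pairs the called lists numbered 3, 0 and 1. The 3 other splits that part all 3 pairs gave 579 to 614 probe sets at that p in both directions together, against 717 in the real split, and with the block 1042 to 1593 against 1933. The 6 splits that keep 2 pairs together gave 1366 to 4070, which points to a structure of the samples by replicate number. Both replicate 2 arrays also had low signals of the spike-in control BioC, 122 after COUP-TFII siRNA and 87.1 after scrambled siRNA, against 432 to 518 on the other arrays. Without both of them limma called 0 probe sets, with 326 higher and 526 lower at an unadjusted p up to 0.05.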
